# Cytosine methylation changes in enhancer regions of core pro-fibrotic genes characterize kidney fibrosis development

**DOI:** 10.1186/gb-2013-14-10-r108

**Published:** 2013-10-07

**Authors:** Yi-An Ko, Davoud Mohtat, Masako Suzuki, Ae Seo Deok Park, Maria Concepcion Izquierdo, Sang Youb Han, Hyun Mi Kang, Han Si, Thomas Hostetter, James M Pullman, Melissa Fazzari, Amit Verma, Deyou Zheng, John M Greally, Katalin Susztak

## Abstract

**Background:**

One in eleven people is affected by chronic kidney disease, a condition characterized by kidney fibrosis and progressive loss of kidney function. Epidemiological studies indicate that adverse intrauterine and postnatal environments have a long-lasting role in chronic kidney disease development. Epigenetic information represents a plausible carrier for mediating this programming effect. Here we demonstrate that genome-wide cytosine methylation patterns of healthy and chronic kidney disease tubule samples obtained from patients show significant differences.

**Results:**

We identify differentially methylated regions and validate these in a large replication dataset. The differentially methylated regions are rarely observed on promoters, but mostly overlap with putative enhancer regions, and they are enriched in consensus binding sequences for important renal transcription factors. This indicates their importance in gene expression regulation. A core set of genes that are known to be related to kidney fibrosis, including genes encoding collagens, show cytosine methylation changes correlating with downstream transcript levels.

**Conclusions:**

Our report raises the possibility that epigenetic dysregulation plays a role in chronic kidney disease development via influencing core pro-fibrotic pathways and can aid the development of novel biomarkers and future therapeutics.

## Introduction

Clinical retrospective data indicate that altered nutrient availability during development could have a long lasting effect on the development of adult diseases, a phenomenon called 'programming'. Hypertension and chronic kidney disease (CKD) show one of the highest sensitivities to intrauterine programming [1]. Epigenetic changes caused by altered intrauterine nutrient availability have been proposed as the mechanistic link for hypertension and CKD development [2]. Epigenetic modifications are inherited during cell division, thus solidifying 'the memory or programming' effects of the environment [3]. The epigenome, which includes the covalent modifications of DNA and its associated proteins and defines DNA accessibility to the transcriptional machinery, is the key determinant of outcome after transcription factor binding. At the root of the epigenetic modifications is the direct chemical modification of cytosines by methylation [4]. In different cancer types, hypermethylation of tumor suppressor gene promoters has been observed [5]. Increased promoter methylation can interfere with transcription factor binding, causing loss of tumor suppressor expression, thereby contributing to the malignant transformation [6,7]. Agents that reduce cytosine methylation (for example, azacytidine) are now in clinical use and are associated with improvements in clinical outcome, especially for patients with myelodysplastic syndrome [8]. In addition, mutations of different chromatin-modifying enzymes have been described in various cancer types, contributing to alterations in the cancer epigenome [9].

## Background

Not much is known about the epigenome of chronic human diseases other than cancer. Most previous studies have been performed on cultured cells, animal models, or surrogate cell types (mostly circulating mononuclear cells) [10]. As the epigenome is cell type-specific, little mechanistic information can be drawn from cultured cells and surrogate cell types [11]. To understand whether or not epigenetic changes occur and thereby potentially contribute to CKD development in patients, we performed genome-wide cytosine methylation profiling of tubule epithelial cells obtained from CKD and control kidneys. We found that core fibrosis-related genes show cytosine methylation changes in their gene regulatory regions. *In vitro* studies indicate that cytosine methylation differences play a role in regulating transcript expression. Examining the CKD epigenome can be an important first step in understanding the role of epigenetics outside the cancer field [12].

## Results

### CKD kidneys show distinct cytosine methylation profiles

Human kidney samples were collected from healthy living transplant and surgical nephrectomies and categorized based on their clinical and pathological characteristics (Table 1; Additional file 1). In the initial dataset we combined hypertensive and diabetic CKD as cases, since the clinical, histological and gene expression profiles of these samples were highly similar (Additional file 2). In the replication dataset, only diabetic CKD (DKD) samples were used. In both datasets, the criteria for controls were an estimated glomerular filtration rate (eGFR) greater than 60 cc/minute/1.73 m^2^, absence of significant proteinuria, and less than 10% fibrosis on histology. Samples with significant hematuria or other signs of glomerulonephritis (HIV, hepatitis or lupus) were excluded from the analysis. In summary, 26 samples were used for the initial discovery phase and the phenotype analysis was significant for racial diversity and included subjects with and without diabetes both as cases and controls (Table 1; Additional file 1).

**Table 1:** Demographic, clinical and histological characteristics of the samples

**Characteristics**	**Diseased**	**Healthy**	***P*-value**
**n**	**12**	**14**	
Age (years) mean ± SD	68.0 ± 10.81	61.14 ± 11.2	0.11
Ethnicity			
Asian, Pacific Islander	0	1	
White, non-Hispanic	4	2	
Black, non-Hispanic	4	4	
Hispanic	1	3	
Other and unknown	3	4	
Height (cm) mean ± SD	165 ± 8.69	166.5 ± 8.63	0.6
Weight (kg) mean ± SD	78.0 ± 22.02	88.32 ±15.93	0.2
BMI (kg/m^2^) mean ± SD	27.85 ± 6.41	31.25 ± 5.58	0.18
Diabetes	6	5	
Hypertension	11	12	
Proteinuria (dipstick)	3.0 ± 1.83	0.36 ± 0.81	1.80E-04
Serum BUN (mg/dL) mean ± SD	35.0 ± 14.7	17.71 ±5.85	4.60E-04
Serum creatinine (mg/dL) mean ± SD	3.0 ± 1.61	1.08 ± 0.18	2.00E-03
eGFR (ml/minute/1.73 m^2^) mean ± SD	29.0 ± 13.68	70.94 ± 8.35	1.06E-09
Histology			
Glomerulosclerosis (%)	31.0 ± 31.35	3.31 ±5.52	4.00E-03
Mesangial matrix expansion	1 ± 0.91	0.17 ± 0.39	0.03
Tubular atrophy (%)	34.0 ± 24.94	9.82 ± 15.76	6.00E-03
Interstitial fibrosis (%)	34.0 ± 25.15	5.68 ± 5.07	4.00E-04
Vascular sclerosis			
Intima	2.0 ± 0.78	0.9 ± 1.1	1.50E-03
Arterioles	2.0 ± 0.78	0.29 ± 0.62	4.00E-04

eGFR, estimated glomerular filtration rate; SD, standard deviation.

To avoid cell-type heterogeneity, we microdissected each renal cortical sample and used the tubular epithelial cell portion for the initial analysis [13]. Our and other labs previously published that this fraction represents mainly the proximal tubule portion of the human kidney [13]. Genome-wide cytosine methylation analysis was performed on each sample using methylation-sensitive and -insensitive isoschizomer enzymes (HpaII and MspI) followed by (HpaII) fragment enrichment by ligation-mediated PCR (HELP) [14]. Samples were hybridized on Nimblegen whole genome-covering microarrays (1.3 million loci). Focusing on loci that showed more than 50% difference in their methylation ratio and a *P*-value <0.01, we identified 4,751 differentially methylated regions (DMRs) between control and diseased tubule samples (Figure 1A; complete list provided in Additional file 3). The volcano plot analysis (fold change of methylation plotted against the negative log_2_ of the *P*-value) indicated that 70% of the DMRs showed lower methylation level in CKD (Figure 1A). We found that cytosine methylation differences suffice for proper clustering and supervised classification of control and CKD kidney samples (Figure 1B). The computational annotation identified a total of 1,535 unique genes in the vicinity of the DMRs.

**Figure 1:**
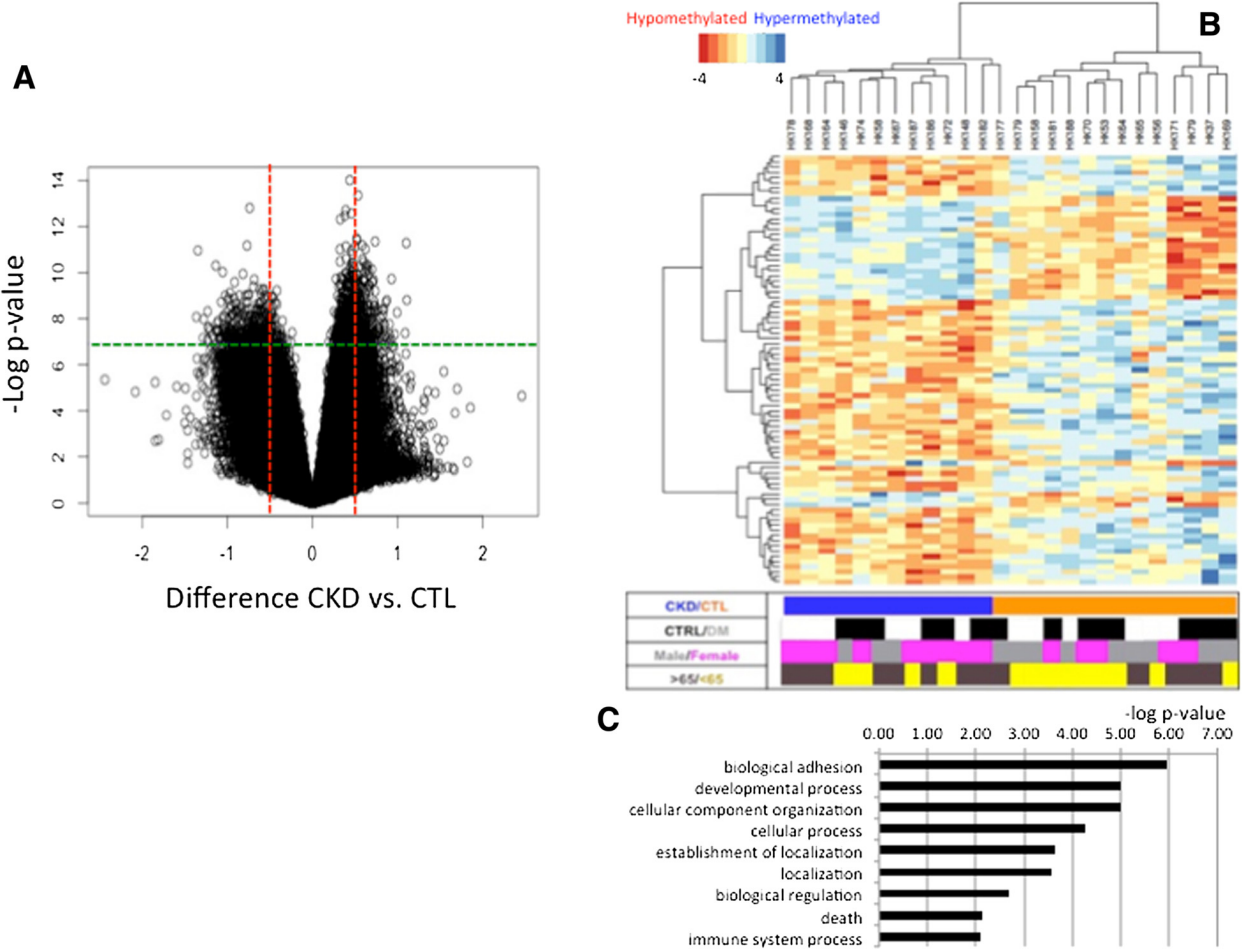
**Statistically significant cytosine methylation differences in chronic kidney disease. (A)** Volcano plot analysis of cytosine methylation differences. The x-axis represents the relative cytosine methylation difference of control (CTL) versus CKD samples, the y-axis represents the negative log_2_ of the *P*-value of that locus. The mean *P*-value and mean difference of 1.3 million loci present on the chips are plotted on the graph. The green and red lines represent the statistical criteria used for further analysis (*P*-value and fold change, respectively). **(B)** Hierarchical cluster analysis of the differentially methylated regions. Each column represents changes from one individual kidney sample; blue indicates hypermethylation in CKD, while red represents hypomethylation in CKD. The chart below shows the clinical parameters of the samples: glomerular filtration rate, diabetes status (DM, diabetes mellitus), sex, and age (aged >65 years or <65 years). **(C)** Gene Ontology analysis of the 1,535 DMRs mapped to unique genes using DAVID gene ontology annotation groups (biological process level 1 annotation).

Gene ontology annotation showed that genes around the DMRs are enriched for cell adhesion and development related functions including: collagen, fibronectin, transforming growth factor beta (TGFβ) and Smad proteins (Figure 1C), many of these genes are known to play a critical role in CKD development. In summary, microdissected kidney tubule cells showed distinct differences in their cytosine methylation patterns in CKD.

### Validation and external replication of the results

Internal validation of the results was performed using site-specific primer-based amplification of bisulfite-converted genomic DNA and MassArray Epityper (Sequenom) quantification of modified cytosines [15]. This method is based on mass spectrometry that allows us to determine absolute methylation levels. We correlated these (mass array based) absolute methylation levels with the HpaII/MspI relative ratios (Additional file 4).

External validation was performed on 87 microdissected human kidney tubule epithelial samples, 21 samples from patients with DKD and 66 controls (including hypertension (n = 22), diabetes mellitus (n = 22) or none (n = 22)) (SYH and KS, unpublished observation). Genome-wide methylation profiling of the validation set was performed using Illumina Infinium 450K methylation-sensitive bead arrays. This method uses site-specific probes for bisulfite-converted DNA, which is fundamentally different from the restriction enzyme-based analysis used in the HELP analysis. From the 1,535 unique genes found around DMRs in the initial dataset, we examined 1,092, as these genes were present also on the Illumina Infinium (and Affymetrix expression) arrays (Figure 2A).

**Figure 2:**
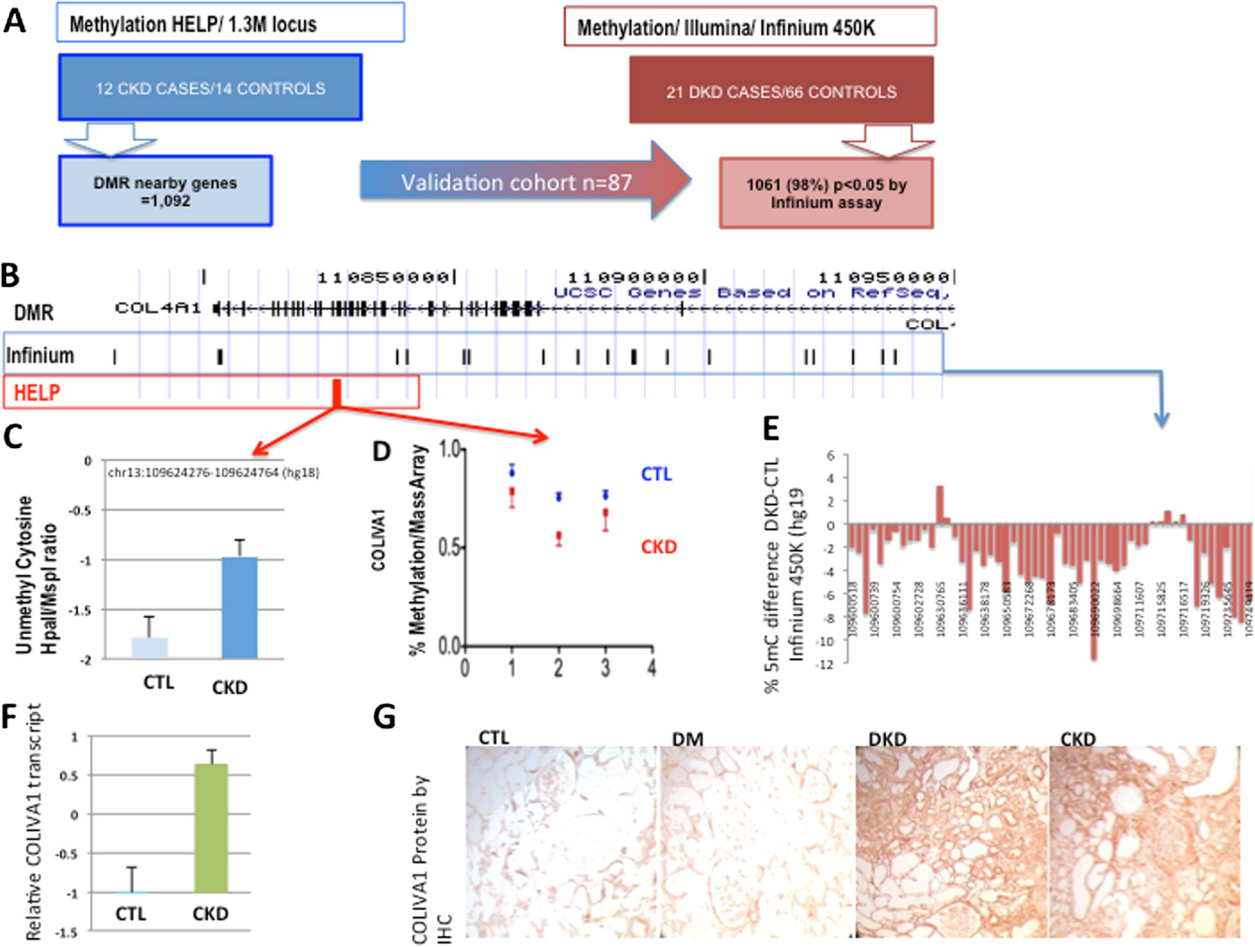
**External and internal validation of the observed changes. (A)** Correlation of the DMRs identified in 26 samples using the HELP method and an external dataset containing 87 human kidney samples analyzed using Illumina Infinium 450K arrays. We found concordant regulation of 1,061 transcripts (98%) from the 1,092 mapped genes using this validation dataset. Of transcripts that showed both differential methylation and expression, 404 (97%) were confirmed. **(B)** An example of a DMR identified by the HELP assay and confirmed in the validation dataset. This DMR is localized in the intronic region of *COLIVA1*. **(C)** Methylation status and **(D)** gene expression of *COLIVA1* in the original HELP dataset in control and CKD samples. **(E)** MassArray confirmation of methylation status of the *COLIVA1* locus (blue is mean ± standard deviation of control samples, red is mean ± standard deviation of CKD samples). **(F)** Methylation status of the *COLIVA1* locus in the validation dataset (Infinium 450K arrays). The data represent the mean differences in absolute methylation levels of individual cytosines at the *COLIVA1* locus. **(G)** Immunohistochemistry of *COLIVA1* expression in control (CTL), diabetic (DM), DKD and CKD kidneys.

Significant methylation differences were detected for 1,061 genes (corresponding to 98% of the genes in the original dataset; Figure 2A). The complete list of DMRs in the original and the replication dataset can be found in Additional file 5.

Locus-specific validation was performed for six different genes, including *COLIVA1*. COLIV4A1/A2 are critical basement membrane proteins synthesized by epithelial cells. Increased expression is known to be responsible for increasing the thickness of the basement membrane and it is considered to be an early change in progressive kidney fibrosis [16]. The *COLIVA1* and *COLIVA2* transcripts are transcribed from a single promoter (Figure 2B). This locus showed significantly lower cytosine methylation of CKD samples (Figure 2C). We examined the absolute methylation level of *COLIV4A1/2* by MassArray Epityper analysis (Figure 2D) in control and CKD samples and confirmed the methylation differences between healthy and diseased tubule epithelial cells. Next we examined *COLIVA1/2* methylation in the validation dataset (Infinium arrays from 66 control and 21 DKD samples). Using this dataset we also confirmed the predominant (2 to 12%) hypomethylation of this locus (Figure 2E). The methylation differences correlated with increased *COLIVA1* transcript (Figure 2F) and protein levels (Figure 2G). Using the MassArray Epityper we also validated the methylation status of additional loci (Figure S3A,B in Additional file 6). In summary, the methylation differences appear to be highly consistent between the original and validation experiments using multiple different methods.

### Differentially methylated loci are enriched in kidney-specific gene regulatory regions

Cytosine methylation of promoters is critically important as it can interfere with transcription factor binding and thereby modulate transcription [7]. The number of DMRs localized to RefSeq annotated promoters and 5′ UTRs was significantly (about 50%) lower than the expected ratio (Figure 3A). On the other hand, more than half of the DMRs were in gene body-related regions. Only a few DMRs localized to exons (approximately 200); the majority of the differences we observed are in the intronic regions (Figure 3A). We also examined the RefSeq annotated genomic distribution of the hypo- or hypermethylated regions (Additional file 7). The percentage of hypermethylated regions was similar in the different RefSeq-based annotation groups. We found that more loci showed increased methylation at the 3′ UTR (Additional file 7). In summary, the genomic regions that showed differences in their cytosine methylation pattern in CKD were not promoters, but intronic and transcription termination regions and 3′ UTRs.

**Figure 3:**
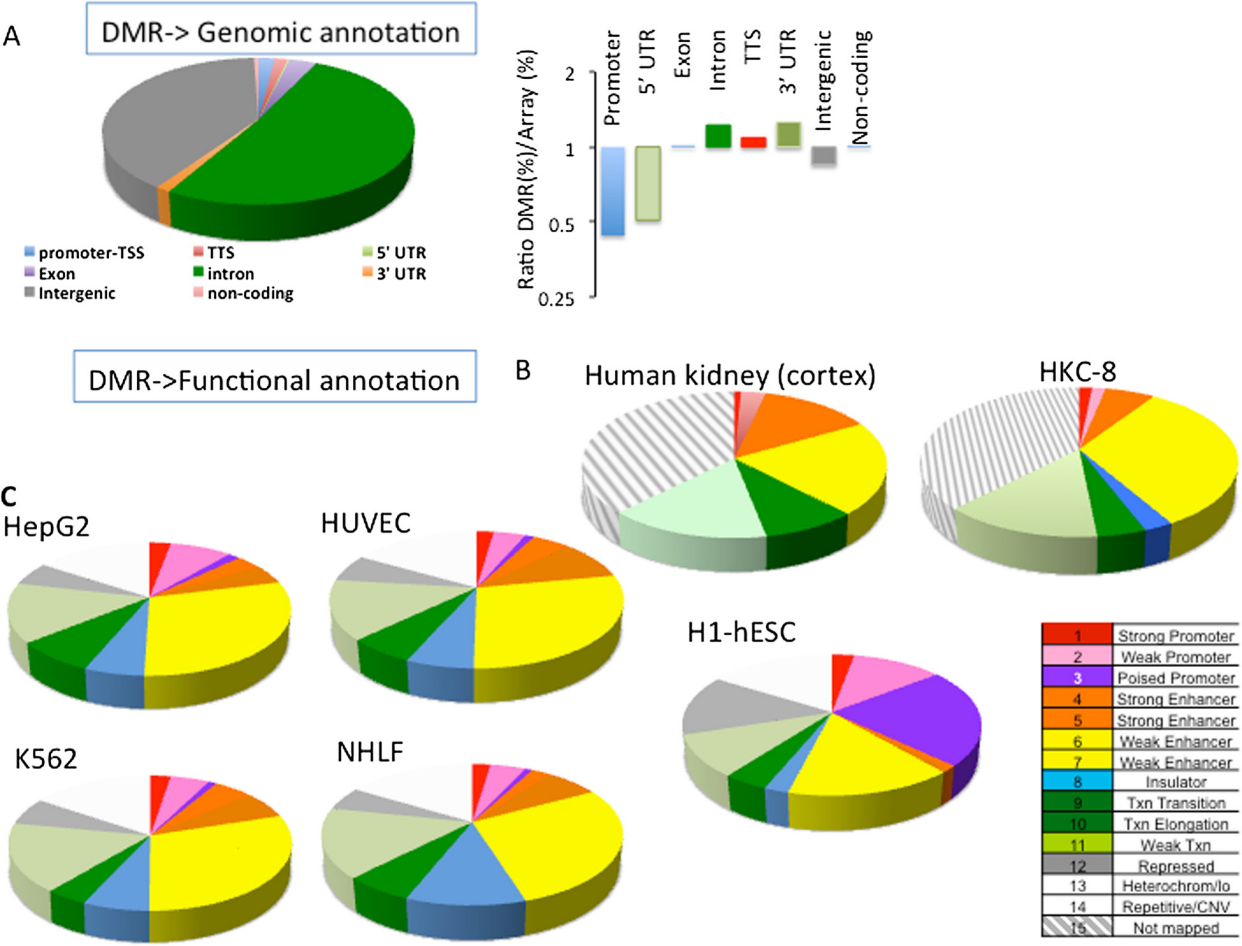
**Chronic kidney disease differentially methylated regions are localized to kidney-specific enhancer regions. (A)** RefSeq annotation of the DMRs. Relative enrichment ratio of the DMRs compared with the representation of the different elements on the methylation microarray. TSS, transcription start site; TTS, transcription termination site. **(B)** DMRs overlap with regulatory element (chromatin state) annotation maps of renal tubule epithelial cells (HKC8) and adult kidney cortex, indicating that most differentially methylated cytosines are localized to enhancer (yellow and orange) regions in kidney epithelial cells. The color code annotation of the chromatin state map is provided bottom right. **(C)** Chromatin annotation of the DMRs in five different ENCODE cell lines (H1, human embryonic stem cells; HepG2, hepatocytes; HUVEC, endothelial cells; K562, erythroid cells; NHLF, human lung fibroblasts).

To further understand the functional significance of the DMRs, we generated genome-wide chromatin annotation maps using cultured human proximal tubular epithelial cells (HKC8). 

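HKC8 is an established line of human proximal tubular epithelial cells. The cells were crosslinked with 1% formaldehyde at 80% confluence, and sheared chromatin was immunoprecipitated with antibodies against 6 histone modifications. There was 1 library per modification and 1 input library made without an antibody. With 1 library each there is no replicate error, and no test between libraries was made. The authors sequenced the libraries on an Illumina HiSeq 2000, aligned the reads to hg19 with Bowtie and excluded repetitively mapped and duplicate reads. They then called peaks of each modification against the input with MACS. The authors deposited 1 list of peaks per modification, with the position of each peak and its MACS score, a logarithm of its p-value against the input on which a higher score is a smaller p-value. The lowest score in any list was 50, which stands for a p-value of 1e-05. The false discovery rate that the methods state as the threshold is not part of the lists. The lists hold no reads, so the sequencing depth of the libraries is unknown, and the input itself was not analysed here. The libraries labelled H3K4me1, H3K27me3 and H3K36me3 were sequenced in lane 2 and the others in lane 3. H3K4me1, H3K4me3 and H3K27ac were called against input reads of 1 lane, and the others against input reads of 2 lanes. All peaks lie within the chromosome lengths of GRCh37, the reference sequence of hg19, on 24 chromosomes. The peaks were used as deposited, together with the genes of GENCODE release 44 in GRCh37 coordinates. Shares of peaks carry 95% Wilson intervals, which cover counting error only, since peaks of one library are not replicates of each other. Each library is named by the modification on its label. Random levels are means over 100 placements of the peaks on the same chromosome outside assembly gaps.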

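The library labelled H3K4me1 gave the longest list, with 241183 peaks of a median width of 95 bp, which covered 0.998% of the genome outside assembly gaps. H3K27me3 gave 114164 peaks with a median width of 670 bp, covering 3.58% of the genome. There were 61829 peaks of H3K4me2 (median width 650 bp, 1.85% covered) and 46102 of H3K4me3 (median width 1012 bp, 2.31% covered). H3K27ac had 33161 peaks that covered 0.627% and H3K36me3 had 29484 that covered 0.511%. Of the alternatives tried, joining peaks of one library within 1 kb changed a list most, and left 63296 regions of H3K4me1. The lists of H3K4me2 and H3K4me3 met often: 56.1% of the H3K4me2 peaks (interval 55.7 to 56.5) overlapped a H3K4me3 peak by at least 1 bp, against 3.97% at random. H3K4me1 peaks met H3K4me2 peaks in 1.07% of cases (interval 1.03 to 1.12), below the random level of 2.57%, which ranged from 2.49% to 2.64% over the placements. They met H3K4me3 peaks in 2.59% of cases (random 2.92%) and H3K27ac peaks in 0.472% (random 0.880%). Of the H3K27ac peaks, 52.7% (interval 52.2 to 53.3) overlapped a H3K27me3 peak, against 6.08% at random. Of the H3K4me3 peaks, 62.5% did so (random 8.80%), and of the H3K36me3 peaks, 90.2% (interval 89.8 to 90.5, random 7.17%). Among the 10000 highest-scoring peaks of a library, 99.7% of the H3K4me2 peaks met a H3K4me3 peak, the largest move of these shares in percentage points, and 5.92% of the H3K4me1 peaks did, the largest move as a ratio.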

First, we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) for a panel of important histone modifications: H3K4me1, H3K4me2, H3K4me3, H3K27ac, H3K27me3, and H3K36me3. 

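The deposited files hold the peaks but not the segmentation, so a hidden Markov model of the same kind was fitted to the 6 peak lists. The genome was divided into 14293291 bins of 200 bp, and a bin counted as marked by a modification when a peak covered its centre. In all, 6.51% of the bins carried at least 1 mark. The model had 10 states, as the methods give, and each state was named by a rule on its emission probabilities, in which a modification with a probability of at least 0.5 counts as present. By this rule, states with H3K4me3 are promoters, called poised promoters where H3K27me3 is present too. States with H3K4me1 or H3K4me2 and without H3K4me3 are enhancers, strong where H3K27ac is present and otherwise weak. The 4 promoter and poised promoter states held 2.38% of the bins together. A weak enhancer state held 0.453% of the bins, and no state met the definition of a strong enhancer. Of the bins in the weak enhancer state, 99.7% carried H3K4me2 and 0.259% carried H3K4me1. State 2, with 4.79% of the bins, was the state in which most H3K4me1 bins lay, 88.6% of them. Its probability of H3K4me1 was 0.170 and it had no other mark above the threshold, so the rule named it unmarked. Of its bins, 94.7% lay inside protein-coding genes. The state with H3K27ac only held 0.386% of the bins and the state with H3K27me3 only 2.32%. The state with H3K36me3 held 0.305% and carried H3K27me3 too, with a probability of 0.856. As a ratio, the enhancer share moved most where only peaks with a score of at least 100 were used, which left no enhancer state. In percentage points it moved most with a threshold of 0.1 in the naming rule, which named 5.55% of the bins enhancer. That threshold was chosen after the states were seen. Naming each bin from its own peaks without a model gave 1.54%. The promoter share stayed between 2.25% and 2.63% under every alternative.

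**Figure D1:**
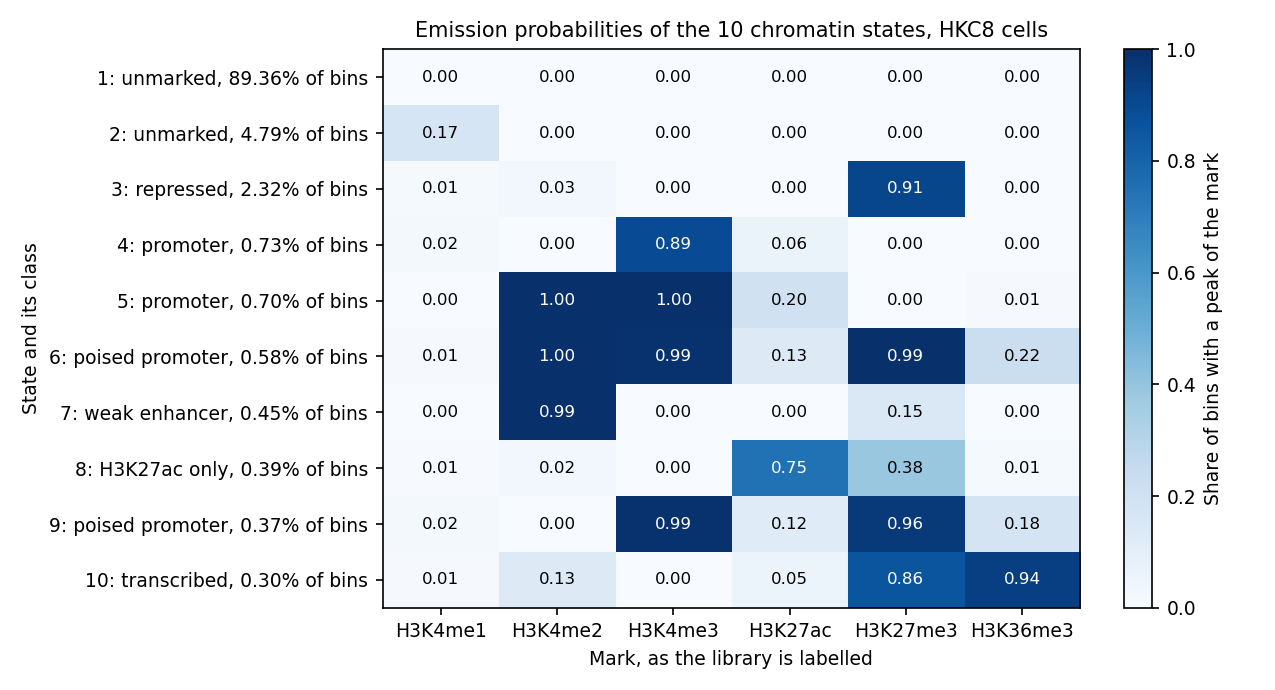
Emission probabilities of the 10 chromatin states fitted to the peak lists of HKC8 cells, with the states as horizontal lines and the 6 modifications as columns. Each field gives the fitted probability that a bin of the state carries the modification, and for H3K4me1 it stays at or below 0.170 in all states.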

Next, we generated gene regulatory annotation maps from the panel of ChIP-seq data using the hidden Markov model-based ChromHMM chromatin segmentation program [17,18]. Consistent with the RefSeq-based annotation, there are very few DMRs localized to ChromHMM-annotated kidney promoter regions (Figure 3B). 

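The share of DMRs in each chromatin state was not computed from these libraries. The list of DMRs in Table S2 was held only in part (1101 of 4751 regions), and its coordinates are those of hg18, which were not converted. What the libraries give is the share of HpaII fragments, from which DMRs were drawn, in the states of HKC8 cells. GRCh37 holds 1022708 fragments between CCGG sites 200 to 2000 bp apart, with a median length of 655 bp. Of these, 8.37% (interval 8.32 to 8.42) overlapped a promoter or poised promoter state by at least 1 bp, and 1.75% (interval 1.73 to 1.78) overlapped a weak enhancer state. The state with H3K27me3 alone was overlapped by 9.62%, and 22.6% overlapped a peak of any of the 6 modifications. A fragment can count in more than 1 of these shares. For comparison, 4751 random loci of 443 bp, the number and size that the methods give for random control loci, overlapped promoter states in 3.16% of cases (interval 2.70 to 3.69) and the enhancer state in 0.905% (interval 0.673 to 1.22). The enhancer share depended on the definition of the states. It was 0.516% when the class of largest overlap decided, 0.622% when the centre of the fragment did and 5.86% when each bin was named from its own peaks without a model. It rose to 9.89% with the threshold of 0.1 on the emissions, a value chosen after the map was seen.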

The analysis indicated that 30% of the DMRs localized to enhancer regions, which was the most significant enrichment. Similar results were obtained when we generated adult kidney cortex ChromHMM maps (from published ChIP-seq data; Figure 3B) [19]. Next, we compared CKD-specific DMRs with chromatin annotation maps of other, different cell types using the publicly available ENCODE database (Figure 3C). We found that CKD-specific DMRs localized mostly to repressed chromatin regions, while transcription and enhancer regions showed the second highest enrichment. The result indicates that DMR in CKD are enriched in kidney-specific gene regulatory regions, mainly (intronic) enhancers.

Gene regulatory regions are usually characterized by DNase I hypersensitivity (DHS) [20] as DNA is usually histone-free in gene regulatory regions so transcription factors can bind to these regions. Therefore, we overlapped the DMRs with human fetal kidney and human proximal tubule epithelial cell DHS-seq data (Gene Expression Omnibus (GEO) accession GSM530655). The statistical analysis confirmed that DMRs are enriched in DHS sites in both the fetal kidney epithelial dataset and the cultured tubule epithelial cell dataset (data not shown). Furthermore, we examined whether DMRs that overlap with DHS sites show similarities, by identifying the top 10 consensus sequences using the MEME software [21]. To search for transcription factor binding motifs amongst the top 10 sequences, we map the sequences to the JASPAR, UniProbe and Transfac databases [22]. The analysis highlighted that the DMRs contain consensus-binding sequences for transcription factors that play important roles in proximal tubule development, including SIX2, HNF, and TCFAP. The list of computationally identified transcription factor consensus motifs is shown in Figure 4A. Figure 4B illustrates our complex computational analysis. 

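In GENCODE, the EZR gene lies on the minus strand of chromosome 6 from 159186773 to 159240400 of GRCh37, with 14 exons. The paper gives the coordinates of its DMRs in hg18, so the region was placed on GRCh37 by the spacing of HpaII sites. The part of Table S2 used here lists 2 regions in EZR, of 483 and 300 bp by the paper's coordinates. Of the 81 CCGG sites in the gene, a single run of sites has both spacings side by side in this order. It gives a HpaII fragment of 483 bp, from 159202753 to 159203235, followed by a fragment of 300 bp, from 159203236 to 159203535. Both lie in intron 7 (159197537 to 159204551).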

Here a DMR is located in the intronic region of the *EZR* (ezrin) gene. 

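The pair of fragments at the EZR DMR carried 2 peaks of the library labelled H3K4me1 in HKC8 cells. The first lies from 159202729 to 159202847 with a score of 84.95, and the second from 159203197 to 159203359 with a score of 163.65. They covered 27.7% of the first fragment and 41.3% of the second. The only other mark was a H3K27me3 peak from 159203104 to 159203499 with a score of 53.42, which covered 27.3% of the first fragment and 88.0% of the second. With a score of at least 100 required, 1 of the H3K4me1 peaks and none of H3K27me3 remained. No peak of H3K4me3, H3K4me2, H3K27ac or H3K36me3 overlapped the fragments. The nearest H3K4me3 peak lay 15663 bp away. Along the whole gene there were 51 peaks of H3K4me1, of which 50 lay on the 3′ side of the middle of the gene and none within 1 kb of the 5′ end. All 4 H3K4me3 peaks lay on the 5′ side.

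**Figure D2:**
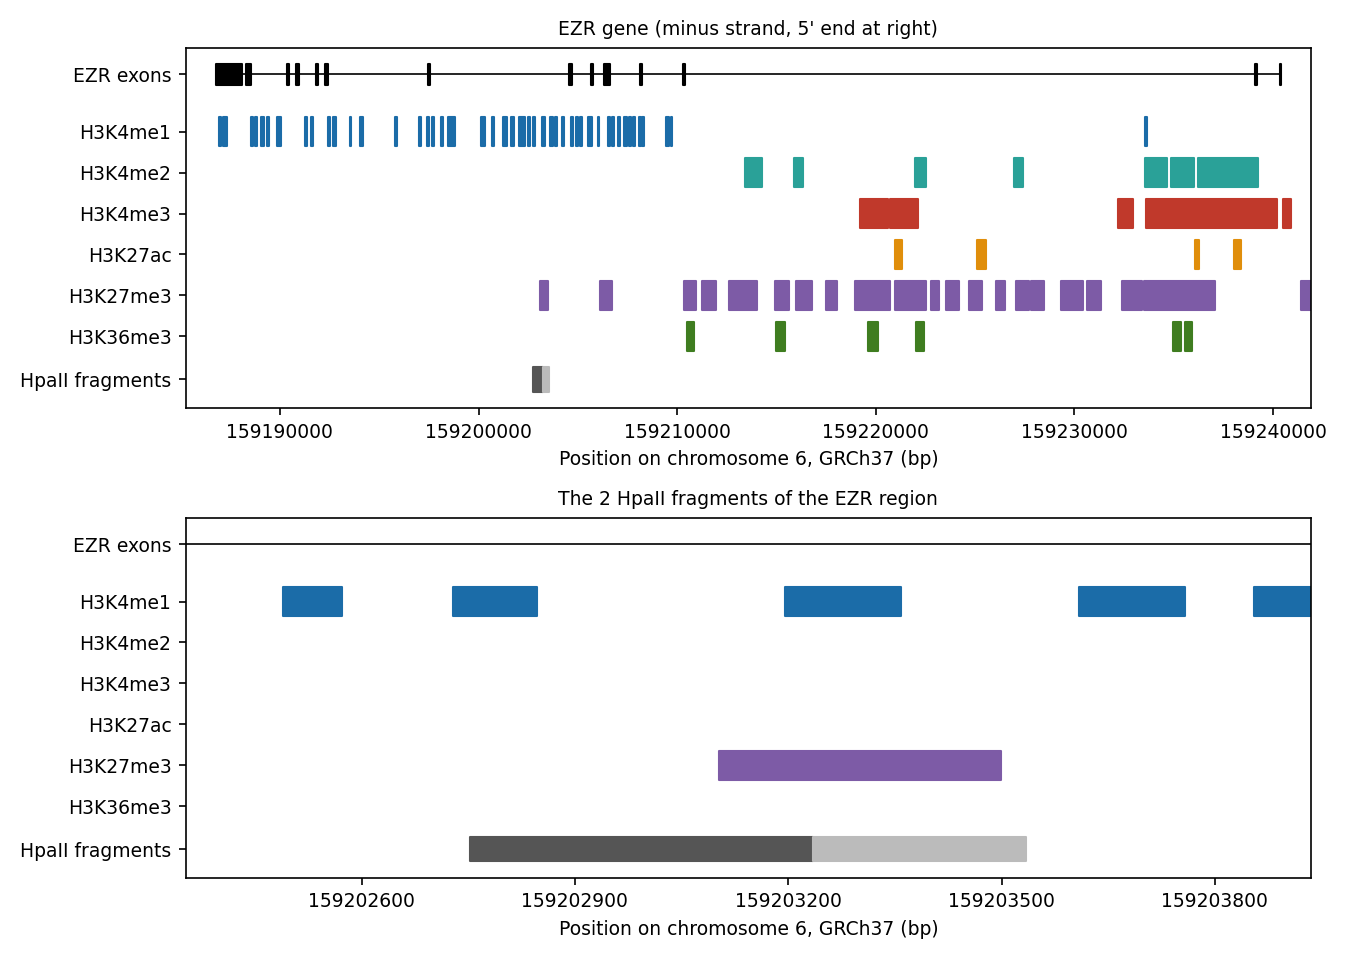
Peaks of the 6 libraries along EZR (upper panel) and around its HpaII fragments (lower panel), with the position on chromosome 6 in bp on the horizontal axis. Each box is a peak, an exon or a fragment, and the upper panel shows the 51 H3K4me1 peaks gathered toward the 3′ end and the 4 H3K4me3 peaks toward the 5′ end.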

The DMR overlapped with adult kidney and renal tubular epithelial cell-specific H3K4me1 histone modification, but not with H3K4me3 enrichment. H3K4me1 is a specific histone tail modification for enhancer regions, while H3K4me3 is a marker of promoters. 

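Across the genome, 20.5% of the H3K4me1 peaks (interval 20.3 to 20.6, random 8.79%) and 55.2% of the H3K4me3 peaks (interval 54.7 to 55.6, random 13.2%) lay within 1 kb of an annotated transcription start site. The shares were 41.2% for H3K4me2, 32.5% for H3K27ac, 23.4% for H3K27me3 and 22.1% for H3K36me3, with random levels of 9.51% to 11.6%. A window of 5 kb moved the H3K4me1 share most in percentage points, to 58.8%, and another set of start sites changed its side of the random level. Within 1 kb of the 5′ ends of protein-coding genes, a set chosen after the first values were seen, lay 0.275% of the H3K4me1 peaks, 0.177 times the random level of 1.56%, and 35.4% of the H3K4me3 peaks, 13.5 times the random level. Inside protein-coding genes, which cover 45.7% of the genome, lay 94.5% of the H3K4me1 peaks. The random placements did not keep peaks inside genes. The H3K4me1 share of 20.5% near any start site is therefore not evidence of enrichment there. Exons more than 5 kb from start sites were covered 3.82 times as densely by H3K4me1 peaks as introns, and between 0.640 and 0.855 times as densely by the peaks of the other libraries. In the 11660 protein-coding genes longer than 20000 bp, H3K4me1 peaks covered 0.165% of the 1 kb on either side of the 5′ end, 2.87% of the last 25% of the gene and 1.99% of the 10 kb downstream. The order was the other way for H3K4me3, with 58.5% around the 5′ end and 1.14% in the last 25%. The 15377 H3K27ac peaks more than 5 kb from any start site had a H3K4me1 peak within 1 kb of their centre in 4.81% of cases (interval 4.48 to 5.16, random 7.11%) and a H3K4me2 peak in 34.1% (random 5.89%).

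**Figure D3:**
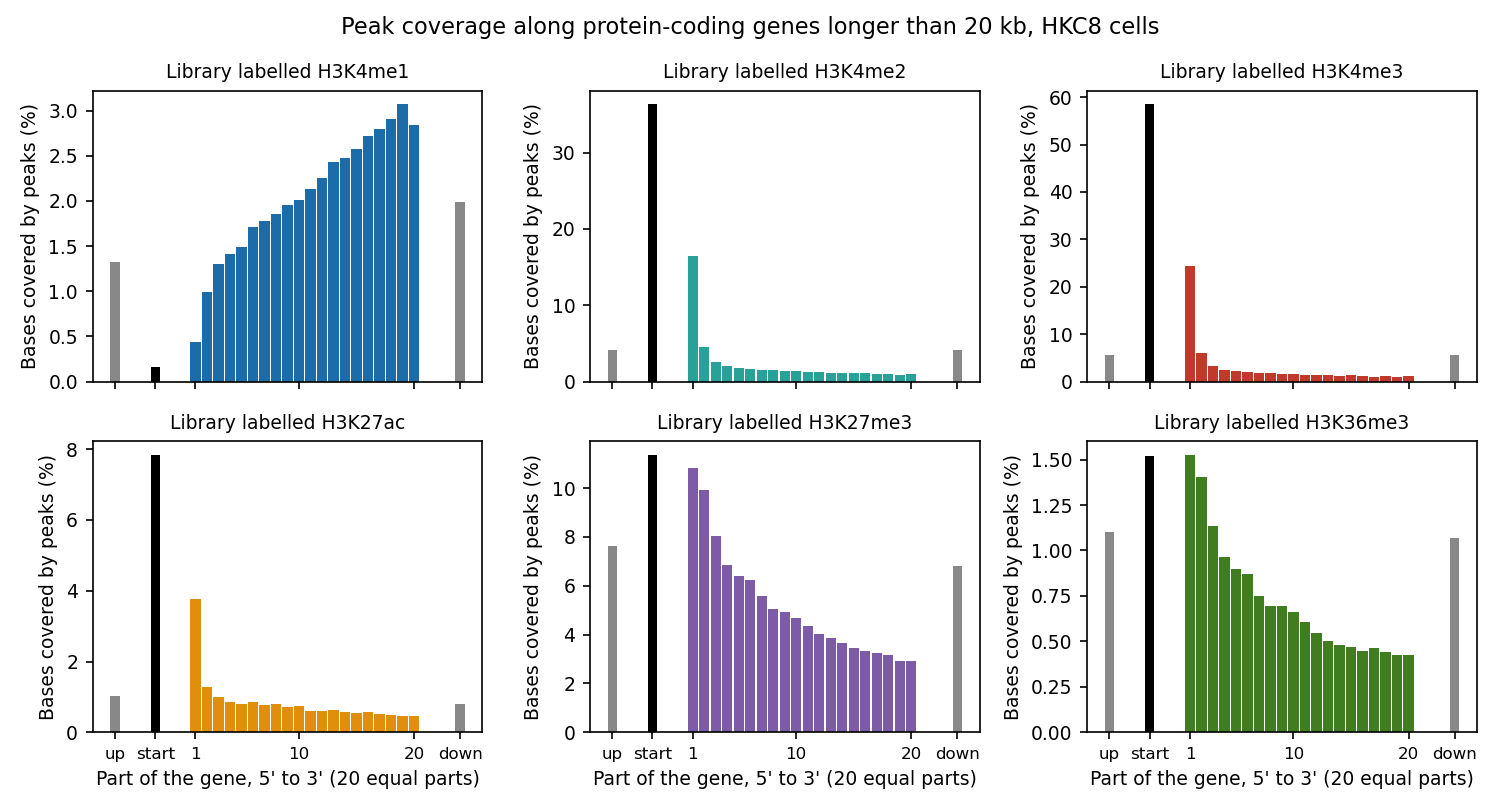
Share of bases covered by peaks of each library along the 11660 protein-coding genes longer than 20000 bp, in percent, with a scale of its own per panel. Bars stand for the 10 kb upstream without the last 1 kb (up), the 1 kb on either side of the 5′ end (start), 20 equal parts of the gene and the 10 kb downstream (down), and the H3K4me1 coverage rises from 0.436% in the first part of the gene to 3.07% in part 19 and is 2.84% in the last part.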

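In the state map of HKC8 cells, 5 bins cover the fragments of the EZR region. Bins of state 2, whose only mark is H3K4me1 at a low probability, made up 4 of them and were unmarked by the naming rule. No peak covered the centres of these 4 bins. The centre of the other bin lay under both the H3K4me1 peak with a score of 163.65 and the H3K27me3 peak with a score of 53.42. That bin fell in the H3K27me3 state, named repressed. None of the 5 bins was in an enhancer state. The count of enhancer bins stayed at 0 with 8 states, with 15 states and with a score of at least 100. The naming rule all but fixed these counts. The highest probability of H3K4me1 was 0.173 with 8 states, 0.174 with 15 states and 0.145 with a score of at least 100. Only H3K4me2 could then name an enhancer, and its nearest peak lay 9865 bp from the fragments. The count was also 0 with a random start of the model and with bins marked by any base of a peak, both tried here after the map was seen. With any base, the state with the most H3K4me1 had a probability of 0.483, just below the threshold of 0.5 in the naming rule, so that count of 0 rests on the threshold. Naming each bin from its own peaks without a model gave 1 weak enhancer bin. A threshold of 0.1 in the naming rule gave 4 weak enhancer bins, but was picked in the knowledge of the low probability of state 2. These 4 bins were unmarked without a model. The bin named weak enhancer without a model was named repressed with the threshold of 0.1.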

The ChromHMM-based gene regulatory region annotation confirmed that this region is an enhancer in renal epithelial cells (yellow region in the genome). These results indicate that by multiple different approaches this DMR is located in a gene regulatory region, an enhancer (Figure 4B). In addition, this region contained a consensus binding sequence for SIX2, further confirming that this is a gene regulatory region. 

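Of the 269 bins in the whole EZR gene, 18 were in promoter states, 35 in poised promoter states, 61 in repressed states and 7 in the weak enhancer state, and 139 were unmarked. The names poised and repressed rest on the library labelled H3K27me3, whose peaks 52.7% of the H3K27ac peaks overlapped (random 6.08%). By themselves they do not show that the chromatin was silent. The paper draws its conclusion on this DMR from several approaches, among them the H3K4me1 signal without H3K4me3 and the state annotation.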

In summary, our results indicate that CKD-specific DMRs are located in non-promoter gene regulatory regions, mainly enhancers, and contain consensus-binding motifs for renal-specific transcription factors.

**Figure 4:**
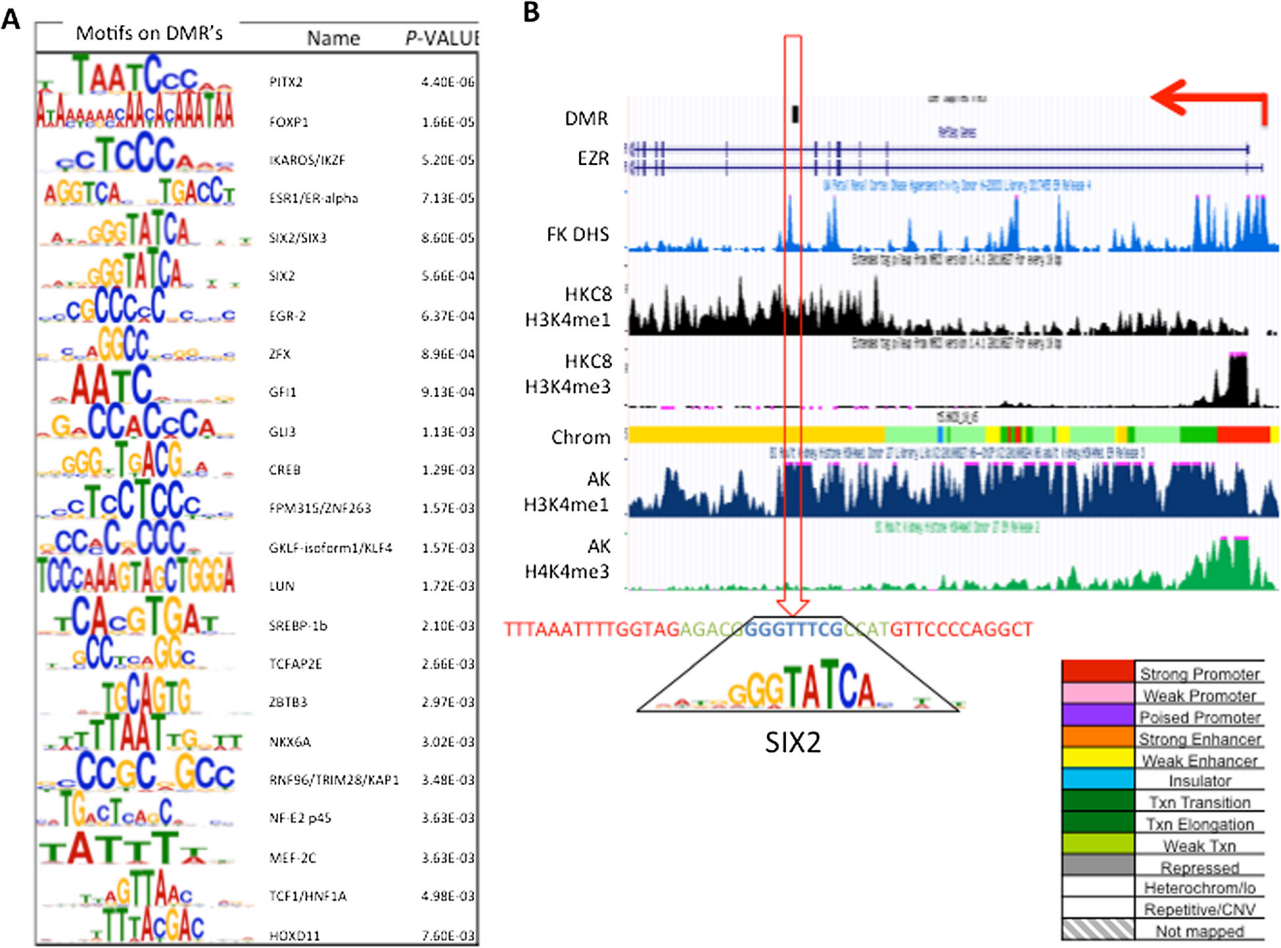
**Chronic kidney disease differentially methylated regions are enriched for kidney-specific transcription factor binding sites. (A)** The DMR and DHS sites contain consensus sequences. The transcription factor binding site motifs and their statistical enrichment from the *de novo* searched consensus sequences in DMR and DHS sites. **(B)** A specific example of an intronic DMR (within the *EZR* gene). The genomic location of the DMR is at the top, followed by the RefSeq representation of *EZR*; fetal kidney (FK)-specific DHS tracks (in blue); HKC8 cell-specific H3K4me1 and H3K4me3 tracks; HKC8 cell specific ChromHMM annotation of the locus (yellow, enhancer; red, promoter; green, transcription-associated region; the full color coding key is shown bottom right) - the sequences contain consensus-binding sites for the key kidney transcription factor SIX2/3, with the SIX2/3 binding motif illustrated as a sequence logo plot below; and adult kidney (AK)-specific H3K4me1 (blue) and H3K4me3 (green) tracks [19].

### Differential methylated regions are functionally relevant and correlate with transcript levels

Next, we studied the functional significance of DMRs. First, we examined whether they correlate with downstream transcript levels. Gene expression changes were analyzed using RNA samples extracted from the same microdissected tubule samples used in the methylation assay. Individual RNA samples were hybridized to Affymetrix U133 arrays and the data ware normalized and analyzed using established pipelines [13]. From the 1,092 transcripts that were in close proximity to the DMR regions (Figure 5A), we found 415 (approximately 40%) genes showing significantly differential expression in the CKD samples (Figure 5A). As most DMRs were in non-promoter regions, most transcript changes correlated with intronic DMRs (Additional file 8). Gene ontology and network analyses highlighted differences in cell adhesion (collagens and laminins) and development-related pathways (Figure 5B,C). Specifically, we observed significant enrichment for differential expression and methylation in the TGFβ pathway, especially in *TGFBR3*, *SMAD3*, *SMAD6* and other targets (Figure 5D). These genes are known to be critical in CKD development [23,24]. In summary, cytosine methylation changes showed correlation with gene expression differences and identified concordant changes in the TGFβ pathway, a well-known regulator of kidney fibrosis development.

**Figure 5:**
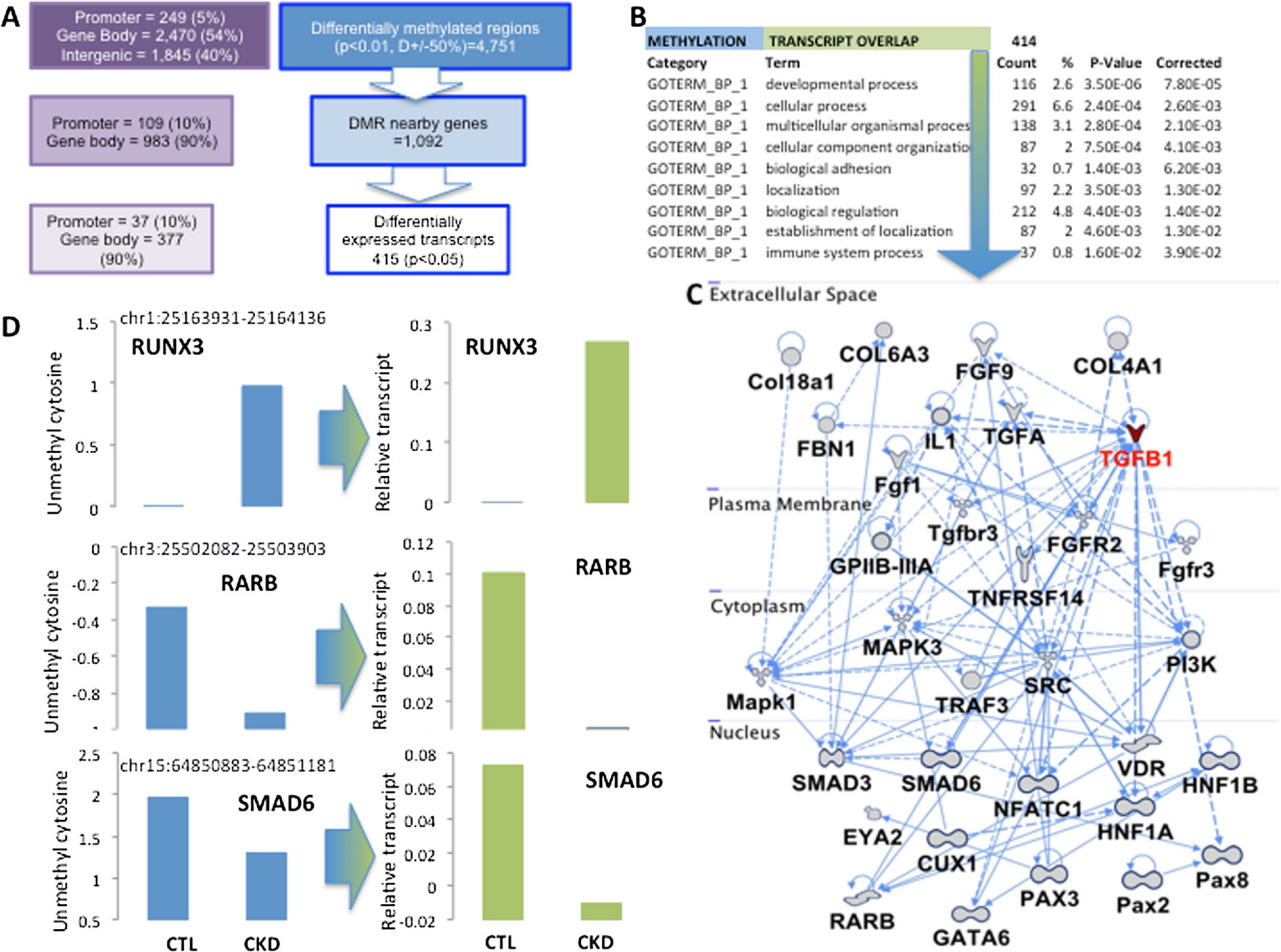
**Differentially methylated regions correlate with transcript changes. (A)** The 4,751 DMRs mapped to 1,092 unique genes that were present in the Affymetrix arrays. There were 415 transcripts that showed differences both in their methylation status and their expression in CKD samples. The RefSeq-based locations of the DMRs are also shown. While most differentially methylated regions localize to gene body regions, they also show correlation with the expression of many of those genes. Not only are the 415 transcripts differentially expressed, they also show differences in their cytosine methylation profiles as well. **(B)** DAVID-based gene ontology annotation of the 415 transcripts. **(C)** Network chart of the genes that are both differentially expressed and methylated). **(D)** Methylation and gene expression level of key molecules (RUNX3, RARB, SMAD6) identified by the network analysis in control (CTL) and CKD samples.

### Differentially methylated region methylation drives gene expression *in vitro*

To further dissect the relationship between cytosine methylation and transcript level changes, we analyzed gene expression and cytosine methylation patterns of tubule epithelial cells at both baseline and 9 days after treatment with a DNA methyltransferase inhibitor, decitabine (5-aza-2-dexoycytidine). We used AffymetrixST1.0 arrays to compare gene expression changes and the Infinium 450K arrays to examine cytosine methylation changes in control (n = 3) and decitabine-treated cells (n = 4).

We tested whether we can identify a correlation between DMR and gene expression changes observed in CKD (*in vivo*) and gene expression and methylation changes *in vitro* after decitabine treatment. Decitabine is a cytosine analogue; therefore, we can safely assume that after decitabine treatment the cytosine methylation changes were the primary cause for transcript level changes. A limitation of the experiment is that decitabine induces demethylation of genomic loci that could be different from the CKD DMR. Large numbers of loci showed concordant differential methylation and gene expression changes in CKD (*in vivo*) and following (0.5 μM) decitabine treatment (*in vitro*), indicating that cytosine methylation changes in CKD might be the functional drivers for transcript level changes (Additional file 9). Genes related to cell adhesion (for example, collagen molecules) showed differential methylation following decitabine treatment as well (Figure 6A,B). In addition, just as we observed before, we found that genes related to development and cell adhesion were also differentially expressed following decitabine treatment (Figure 6B,C).

**Figure 6:**
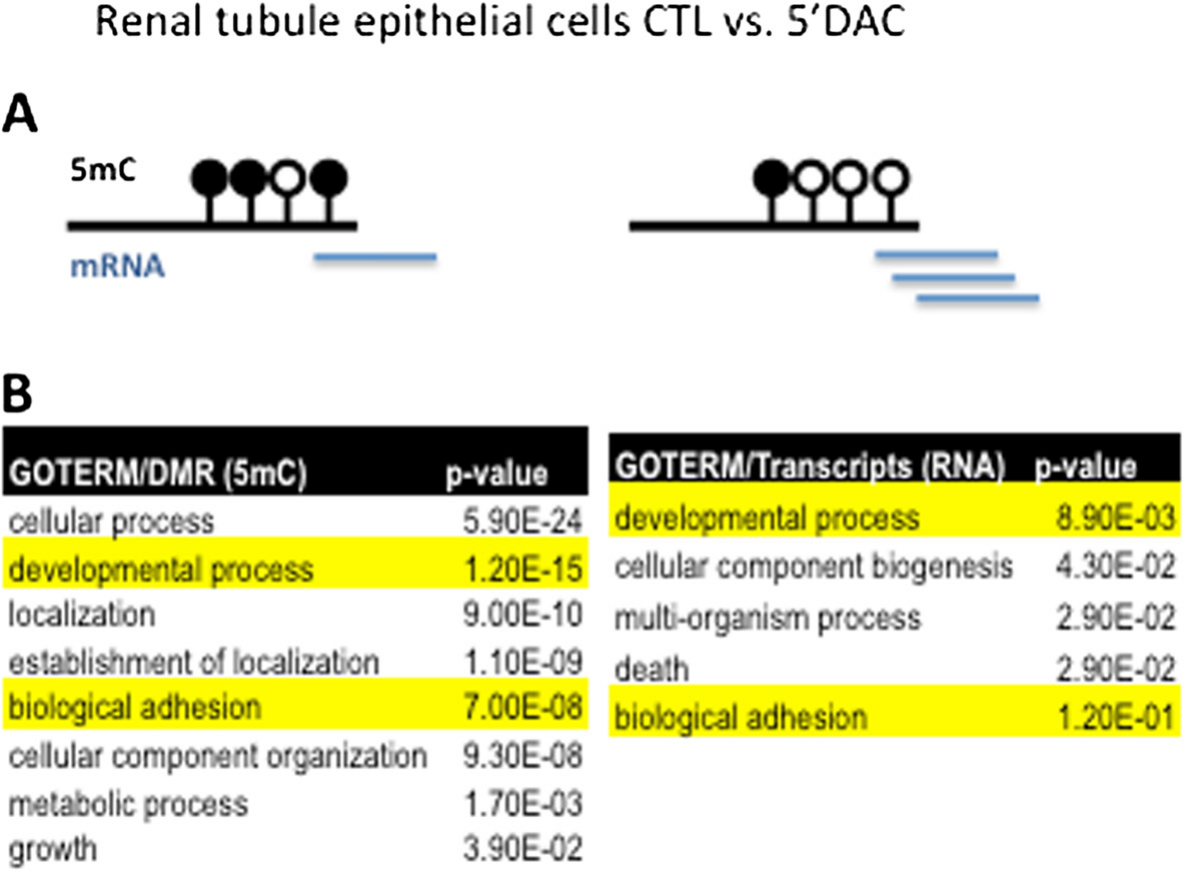
**Regulation of transcripts by a DNA methyltransferase inhibitor in *in vitro *cultured human tubular epithelial cells.** Gene ontology terms of transcripts showing differential expression in the decitabine-treated cells. **(A)** Illustration of regions that showed differential methylation of cultured HKC8 cells treated with 0.5 μM decitabine (5'DAC). CTL, control. **(B)** The interconnected network analysis highlighted the differential expression of cell adhesion and developmental pathways. These genes are also differentially expressed and methylated in the original CKD dataset. GO, gene ontology.

SMAD3 appears to be one of the most important mediators of the pro-fibrotic effect in the TGFβ and angiotensin II pathways [23]. The *SMAD3* locus contained DMRs in both the initial and validation datasets (data not shown). *SMAD3* expression levels were lower in both the original and confirmation datasets. Decitabine changed the methylation of this locus and subsequently it also changed *SMAD3* transcript levels (data not shown). To illustrate our findings, while *RUNX1* clearly plays an important role in leukemia development, it is expressed in both mouse and human in the developing and adult kidneys [25]. *RUNX1* was also shown to be differentially expressed in CKD tubules [13]. Both the original and replication dataset showed differential methylation of this locus (Figure 7A,C) and *RUNX1* transcript levels were increased in both datasets (Figure 7B,D). *RUNX1* DMRs clustered in ChromHMM annotated enhancer regions (Figure 7G) as it localized to H3K4me1 and DHS regions. *In vitro* treatment with decitabine changed the cytosine methylation of this locus, and the changes overlapped with the enhancer DMRs (Figure 7E). Subsequent to the DMR change of this locus, we also observed an increase in *RUNX1* transcript levels both *in vivo* and *in vitro* (Figure 7F). As decitabine did not change the methylation of the *RUNX1* promoter and affected only the methylation levels of the enhancer site, the result potentially indicates a causal relationship between enhancer-related DMRs and gene expression changes. The concordant changes in cytosine methylation and gene expression in CKD and *in vitro* (following DNA methyltransferase inhibitors) indicate that DMRs are potential drivers of critical CKD gene expression.

**Figure 7:**
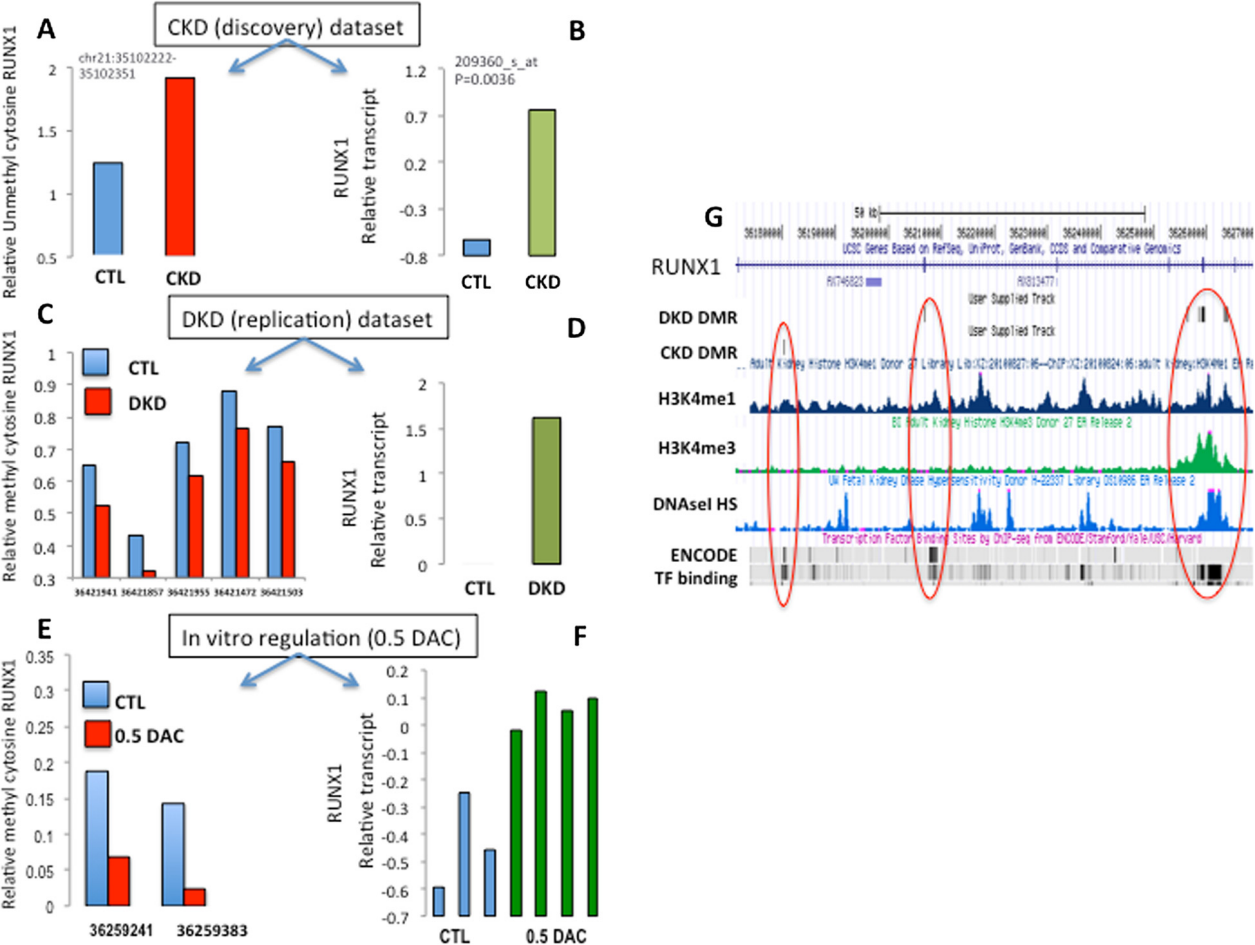
**Gene body cytosine methylation changes drive gene expression differences. ***RUNX1* methylation and gene expression were examined only **(A,B)** In the original discovery dataset, the gene body region of *RUNX1* was hypomethylated (A) and the corresponding transcript level was increased (B) in the CKD (discovery) dataset. CTL, control. **(C,D)** The differential methylation (C) and expression (D) of *RUNX1* in the DKD replication dataset. **(E,F)** Transcript levels are increased (F) *in vitro* in cultured tubules after decreasing the methylation level of the locus following 0.5 μM decitabine (DAC) treatment (E). **(G)** Genomic representation of the *RUNX1* locus showing DMRs in the DKD dataset and in the CKD dataset. Different tracks are shown for the *RUNX1* locus, including RefSeq gene, DMRs in the DKD dataset, DMRs in the CKD cells, and histone ChIP-seq data for H3K4me1 and H3K4me3 for adult kidney cortex and DHS sites from fetal kidneys. In addition, ENCODE-based transcription factor binding sites are also shown.

## Discussion and conclusion

While epigenetic dysregulation has been suggested as a mechanism for the development of many diseases, little is known about the epigenome of normal and diseased human cells and organs. Here we describe cytosine methylation differences in tubule cells obtained from patients with CKD. We found that CKD DMRs have many special features. First, most loci showed consistent cytosine methylation differences in different forms of CKD. These changes were smaller compared with what has described in the cancer literature previously. While the absolute differences were modest, the identified loci showed highly consistent changes even across different datasets and platforms. Unexpectedly, we found that most methylation differences localized outside of promoter areas, with promoter regions markedly spared from cytosine methylation differences. Our results indicate that the differentially methylated regions were located mainly at candidate enhancers. We found that the DMRs contain consensus-binding motifs for key renal transcription factors (HNF, TCFAP, SIX2). Furthermore, cytosine methylation levels correlated with baseline gene expression changes. These epigenetically distinct but morphologically similar cells also showed differences in their cytokine response. We illustrated our findings in a model hypothesizing that enhancer DMRs might modify transcription factor binding and thereby downstream transcript levels.

Based on our results, we propose that cytosine methylation changes are causally linked to transcript levels and phenotype development. As hypertensive and diabetic tubule samples showed similarities (both in cytosine methylation and gene expression changes), the observed changes are likely to be part of a common mechanism of progression. This may be expected, as phenotypically the tubulointerstitial fibrosis of DKD and hypertensive CKD is similar. In addition, we found that DMRs were enriched for genes related to development, many of them no longer expressed in the adult kidney. The DMR regions also contained binding sites for key kidney developmental factors (such as SIX2, HNF, and TCFAP). One possible interpretation of our findings is that the epigenetic differences are established during development. This is the time when the cell type-specific epigenome is established and when these genes and transcription factors play functional roles. Therefore they can possibly provide the mechanistic link between fetal programming and CKD development - the Brenner-Barker hypothesis put forward many decades ago [26,27], proposing that nutrient availability during development has a long lasting programming role in hypertension and CKD development. In addition, reactivation of the developmental pathways is also needed during organ injury repair [28]. We can also speculate that the altered developmental wiring of these pathways could continue to play a role later on as alterations observed after repair. Indeed, control and CKD kidney epithelial cells showed not only cytosine methylation differences but also different responses to cytokine treatment.

A limitation of our results remains that our samples were collected in a single center. Furthermore, base pair resolution results will likely help to refine the more precise location of DMRs and the methylation differences in the future. Furthermore, while microdissection is an excellent separation method to generate a homogenous tubular epithelial cell population from the kidney, the potential risk for increased cell type heterogeneity in CKD remains. As isolated and cultured cells continued to show many of the epigenetic and transcriptional differences, it is more likely that the observed differences are not related to cell type heterogeneity.

In summary, while it has long been speculated that epigenetic dysregulation might occur in non-cancerous diseases, including CKD, here we provide experimental evidence for cytosine methylation changes in human kidney tissue samples, opening the possibility that they play a role in CKD development.

## Materials and methods

### Ethics statement

The clinical study used the cross-sectional design. Kidney samples were obtained from routine surgical nephrectomies. Samples were de-identified and the corresponding clinical information was collected by an individual who was not involved in the research protocol. The study was approved by the Institutional Review Boards of the Albert Einstein College of Medicine Montefiore Medical Center (IRB#2002-202) and the University of Pennsylvania. Histological analysis was performed by an expert pathologist (IRB#815796).

### Tissue handling and microdissection

Tissue was placed into RNALater and manually microdissected at 4°C for glomerular and tubular compartments as described earlier. Dissected tissue was homogenized and RNA was prepared using RNAeasy mini columns (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. RNA quality and quantity was determined using Lab-on-Chip Total RNA PicoKit (Agilent BioAnalyzer, Santa Clara, CA,USA). Only samples without evidence of degradation were used. Genomic DNA was extracted by phenol chloroform protocol for HELP analysis and the DNAeasy kit was used for the Infinium platform.

### DNA methylation analysis by HELP

The HELP assay was carried out as previously published [29]. Intact DNA of high molecular weight was corroborated by electrophoresis on 1% agarose gels in all cases. One microgram of genomic DNA was digested overnight with either HpaII or MspI (NEB, Ipswich, MA, USA). The digested DNA was used to set up an overnight ligation of the HpaII adapter using T4 DNA ligase. The adapter-ligated DNA was used to carry out the PCR amplification of the HpaII- and MspI-digested DNA as previously described [14]. Both amplified fractions were submitted to Roche-NimbleGen, Inc. (Madison, WI, USA) for labeling and hybridization onto a human hg18 high-density custom-designed oligonucleotide array (50-mers) containing 2.6 million loci. HpaII amplifiable fragments are defined as genomic sequences contained between two flanking HpaII sites found within 200 to 2,000 bp of each other. All microarray hybridizations were subjected to extensive quality control using the following strategies. First, uniformity of hybridization was evaluated using a modified version of a previously published algorithm [30] adapted for the NimbleGen platform, and any hybridization with strong regional artifacts was discarded and repeated. The raw data can be accessed under GSE49557.

### HELP data processing and analysis

Signal intensities at each HpaII amplifiable fragment were calculated as a robust (25% trimmed) mean of their component probe-level signal intensities. Any fragments found within the level of background MspI signal intensity, measured as 2.5 mean absolute differences (MAD) above the median of random probe signals, were categorized as 'failed'. These 'failed' loci therefore represent the population of fragments that did not amplify by PCR, whatever the biological (for example, genomic deletions and other sequence errors) or experimental cause. On the other hand, 'methylated' loci were so designated when the level of HpaII signal intensity was similarly indistinguishable from background. PCR-amplifying fragments (those not flagged as either 'methylated' or 'failed') were normalized using an intra-array quantile approach wherein HpaII/MspI ratios are aligned across density-dependent sliding windows of fragment size-sorted data. The log_2_ (HpaII/MspI) was used as a representative for methylation and analyzed as a continuous variable. For most loci, each fragment was categorized as either methylated, if the centered log HpaII/MspI ratio was less than zero, or hypomethylated if the log ratio was greater than zero.

Statistical analysis of HELP data was performed using the statistical software R version 2.13.1 [30]. A two-sample *t*-test was used for each gene or locus to summarize methylation differences between the two clinical groups (cases and controls). Genes were ranked on the basis of the magnitude of this test statistic and a set of differentially methylated loci with *P*-value <0.01 and a fold change >0.5 was identified.

### Quantitative DNA methylation analysis by MassArray epityping

Validation of HELP microarray findings was carried out by matrix-assisted laser desorption/ionisation-time of flight (MALDI-TOF) mass spectrometry using EpiTyper by MassArray (Sequenom, San Diego, CA, USA) on bisulfite-converted DNA as previously described [31]. MassArray primers were designed to cover the flanking HpaII sites for a given HpaII-amplifiable fragments (HAF), as well as any other HpaII sites found up to 2,000 bp upstream of the downstream site and up to 2,000 bp downstream of the upstream site, in order to cover all possible alternative sites of digestion. HAF is defined by those fragments where two HpaII sites are located 200–2000 bp apart with at least some unique sequence between them and selected those located at gene promoters and imprinted regions.

### Gene expression analysis using Affymetrix arrays

Transcript levels were analyzed using Affymetrix U133A and 1.0ST arrays. Probes were prepared using an Affymetrix 3′ IVT kit. After hybridization and scanning, raw data files were imported into Genespring GX software (Agilent Technologies). Raw expression levels were normalized using the RMA16 summarization algorithm. Genespring GX software was then used for statistical analysis; the data were above the 20th percentile when filtered by expression. We used a Benjamini-Hochberg multiple testing correction with a *P*-value <0.05. Both heatmap of methylation data and gene expression data were generated using an unsupervised hierarchical clustering method calculated by squared Euclidean distances. Methylation data used in clustering have a *P*-value <0.00015 and a fold change ≥0.5. The raw data can be accessed through accession GSE48944.

### Gene ontology and transcription factor binding sites

The Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics package was used for gene ontology and pathway analysis. In addition, Ingenuity Pathway Analysis (IPA, Redwood City, CA, USA) was used to generate networks.

Sequences of DMRs (n = 4,751) were lifted over from hg18 to hg19 using UCSC Genome Browser Utilities. The regions were then intersected with fetal kidney or human kidney epithelial-specific DHS peaks (data from GEO GSM530655); a total of 364 overlapping regions were used. Motif weight matrices overrepresented in the overlapped sequences were identified using MEME version 4.8.0 [21] on the 364 regions with parameter -oc -nmotifs 10 -minw 8 -maxw 50.

Adult kidney ChIP-seq data were downloaded from the Roadmap database (GEO accessions GSM670025 for adult kidney and GSM621638 for adult kidney input). The overlap was set to be a minimum of 1 bp in length.

### Motif searching

We compared *de novo* motifs to motifs available as part of various databases, including Transfac, version 2011.1, Jaspar Core, and UniPROBE using TOMTOM software [22], version 4.8.1. TOMTOM parameters were set to their default values during motif comparisons. When partitioning the *de novo* motifs, assigning each to a single category, the order of match assignment preference was to Transfac, Jaspar Core, UniPROBE, and then to the novel motif category.

### Cell lines

HKC8 cells were kindly provided by Lorainne Racusen (Johns Hopkins University) and were cultured in DMEM/F12 medium supplemented with 2.5% fetal bovine serum, antibiotics and insulin, transferrin and selenium. Cells were incubated with 0.5 μM decitabine on days 2, 4, 6, and 8 and harvested on day 9. RNA was isolated using a Qiagen RNeasy kit labeled using an Ovation transcript labeling kit and hybridized onto Affymetrix Human ST1.0 arrays.

### Chromatin immunoprecipitation sequencing

HKC8 cells were harvested and crosslinked with 1% formaldehyde when they reached 80% confluency on culture plates. Chromatin was sheared using a Bioruptor and immunoprecipitated using H3K4me1 (Abcam ab8895, Cambridge, MA, USA), H3K4me2 (Abcam ab11946), H3K4me3 (Abcam ab8580), H3K36me3 (Abcam ab9050), H3K27ac (Abcam ab4729) and H3K27me3 (Millipore 07–499, Billerica, MA, USA) marks. ChIP was performed as described in the manual of MAGnify™ Chromatin Immunoprecipitation System (Invitrogen, Grand Island, NY, USA). Quantitative real-time PCR was performed to ensure the quality of the ChIP product. The ChIP product was assessed for size, purity, and quantity using an Agilent 2100 Bioanalyzer (Agilent Technologies). Library preparation and sequencing were performed at the Einstein Epigenome Center. Sequence reads (100 bp) were generated from llumina HiSeq 2000 [32]. Reads were aligned to the reference genomes (NCBI build 37, hg19) using Bowtie (v 0.12.7). Repetitively mapped and duplicate reads were excluded. The data can be accessed using accession GSE49637.

### ChIP-seq data analysis

We used the MACS version 1.4.1 (model-based analysis of ChIP-Seq) peak-finding algorithm to identify regions of ChIP-Seq enrichment over background [33]. A false discovery rate threshold of enrichment of 0.01 was used for all data sets. The resulting genomic coordinates in bed format were further used in ChromHMM v1.06 for chromatin annotation. The following parameters were used: -Xmx1600M -jar ChromHMM.jar BinarizeBed hg19 -Xmx2000M -jar ChromHMM.jar LearnModel 10 hg19.

### DNase I hypersensitive site analysis

Human kidney DHS sequencing data (GEO GSM530655) was analyzed with MACS (v.1.4.1). The resulting peaks were overlapped with the differentially methylated regions. The control random genomic loci were generated using Regulatory Sequence Analysis Tools. Based on the data property of differentially methylated regions, we used the same number of fragments (4,751) and the same average fragment size (443 bp) as parameters for the random loci.

### Illumina infinium 450K BeadChip arrays

Genomic DNA (200 ng) was purified using the DNeasy Blood and Tissue Kit (Qiagen) following the manufacturer’s protocol. Purified DNA quality and concentration were assessed with a NanoDrop ND-1000 (Thermo Scientific, Waltham, MA, USA) and by Quant-iT™ PicoGreen^®^ dsDNA Assay Kit (Life Technologies) prior to bisulfite conversion. Purified genomic DNA was bisulfite converted using the EZ DNA Methylation Kit (Zymo Research, Orange, CA, USA) following the manufacturer’s protocol. Bisulfite DNA quality and concentration were assessed, following the Illumina 450K array protocol, bisulfite converted sample was whole-genome amplified, enzymatically digested, and hybridized to the array, and then single nucleotide extension was performed.

Chips were scanned using an Illumina HiScan on a two-color channel to detect Cy3-labeled probes on the green channel and Cy5-labeled probes on the red channel. Illumina GenomeStudio Software 2011.1 Methylation Module 1.8 was used to read the array output and conduct background normalization. The level of DNAm for 428,216 probes in our sample dataset was intersected with the expanded annotation for further analyses. All samples were run together to eliminate the batch effect according to the pipelines established by Illumina Genome Studio. The full dataset can be accessed in GEO under GSE50874.

## Abbreviations

bp: base pair; CKD: chronic kidney disease; ChIP: chromatin immunoprecipitation; DHS: DNase I hypersensitivity; DKD: diabetic CKD; DMR: differentially methylated region; GEO: Gene Expression Omnibus; HELP: HpaII fragment enrichment by ligation-mediated PCR; TGFβ: transforming growth factor beta; UTR: untranslated region.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YAK performed the ChIP-seq experiments and analyzed the data. DM, MS, ASP, HS, and SYH collected the samples and performed the human kidney experiments. MCI and HMK helped with the *in vivo* studies. JP helped with tissue collection and performed the histological analysis. TH helped with the clinical studies. AV and DZ helped with the analysis. JMG and KS oversaw the studies and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Demographic, clinical and histological characteristics of the samples. Click here for file

Additional file 2: Figure S1 Principal component analysis of the transcript levels in the original dataset show no significant differences based on diabetes status of the samples. Dark red circles indicate CKD gene expression data points, light red circles indicate DKD data points, light blue diabetic control data points and dark blue control data points. Click here for file

Additional file 3: Table S2 List of differentially methylated regions in CKD. List of differentially methylated loci, *P*-values, genomic location (hg18), and their methylation levels in individual samples, with the nearest annotated transcript to each DMR listed. Click here for file

Additional file 4: Figure S2 MassArray-based confirmation of cytosine methylation levels. Absolute methylation values are plotted on the y-axis while relative methylation values from the HELP dataset are shown on the x-axis. Each plot represents methylation values from one human kidney tissue (HK). We ran each sample with nine different primer sets that represent low, intermediate and highly methylated regions. Click here for file

Additional file 5: Table S3 External validation of HELP DMRs using the Illumina Infinium 450K platform of 87 DKD samples. The CKD (HELP) DMRs were assigned to the nearest RefSeq genes and the methylation differences for these RefSeq genes were extracted from the Infinium 450K arrays. The probes showing differential methylation are listed here. Multiple probes presented for the HELP DMRs were also differentially methylated in the Infinium 450K arrays. The number of gene-based, unique overlapping DMRs was 1,061. Click here for file

Additional file 6: Figure S3 MassArray-based confirmation and external validation of the differentially methylated loci. **(A,D)** Average HpaII/MspI methylation ratio of DMRs on the HELP array in control (blue) and CKD kidneys (red). The original data can be found in Additional file 3. **(B,E)** MassArray Epityper-based absolute methylation level of the locus for control (blue) and CKD kidneys (red). Note that one HELP probe represents multiple CpG sites. **(C,F)** Methylation difference between DKD and control for this region in the external validation dataset. This dataset was generated using the Illumina Infinium 450K arrays from 66 control and 21 DKD microdissected kidney samples. The original data can be found in Additional file 7). (A-C) Changes in the Dermatopontin gene (DPT); (D-F) changes in the Down syndrome cell adhesion molecule (DSCAM) locus. Click here for file

Additional file 7: Figure S4 RefSeq annotation of the DMRs. The number of probes on the Roche-NimbleGen customized array, DMRs, hypo- or hypermethylated DMRs in each Refseq-based annotation groups. Relative enrichment ratio of the DMR compared with the representation of the different elements on the methylation microarray. Click here for file

Additional file 8: Table S4 Correlations of DMR and transcript levels. DMRs from the HELP assay and its corresponding transcripts (Affymetrix arrays) are listed. There were multiple DMRs for some of the transcripts and they are all listed. Chromosomal location, methylation level, gene expression differences, and *P*-values are included in the table. Click here for file

Additional file 9: Table S5 CKD DMRs observed in decitabine-treated cells. CKD DMR loci showing statistically significant differences in HKC8 cells treated with 0.5 μM decitabine. The CKD DMRs were analyzed using HELP assays, while the decitabine-treated cells were analyzed using Infinium arrays. Click here for file

# Supplementary material for: Cytosine methylation changes in enhancer regions of core pro-fibrotic genes characterize kidney fibrosis development
**Source:** Genome Biol. 2013 Oct 7;14(10):R108. doi: 10.1186/gb-2013-14-10-r108
**Supplement:** Additional file 2: Figure S1 — Principal component analysis of the transcript levels in the original dataset show no significant differences based on diabetes status of the samples. Dark red circles indicate CKD gene expression data points, light red circles indicate DKD data points, light blue diabetic control data points and dark blue control data points.

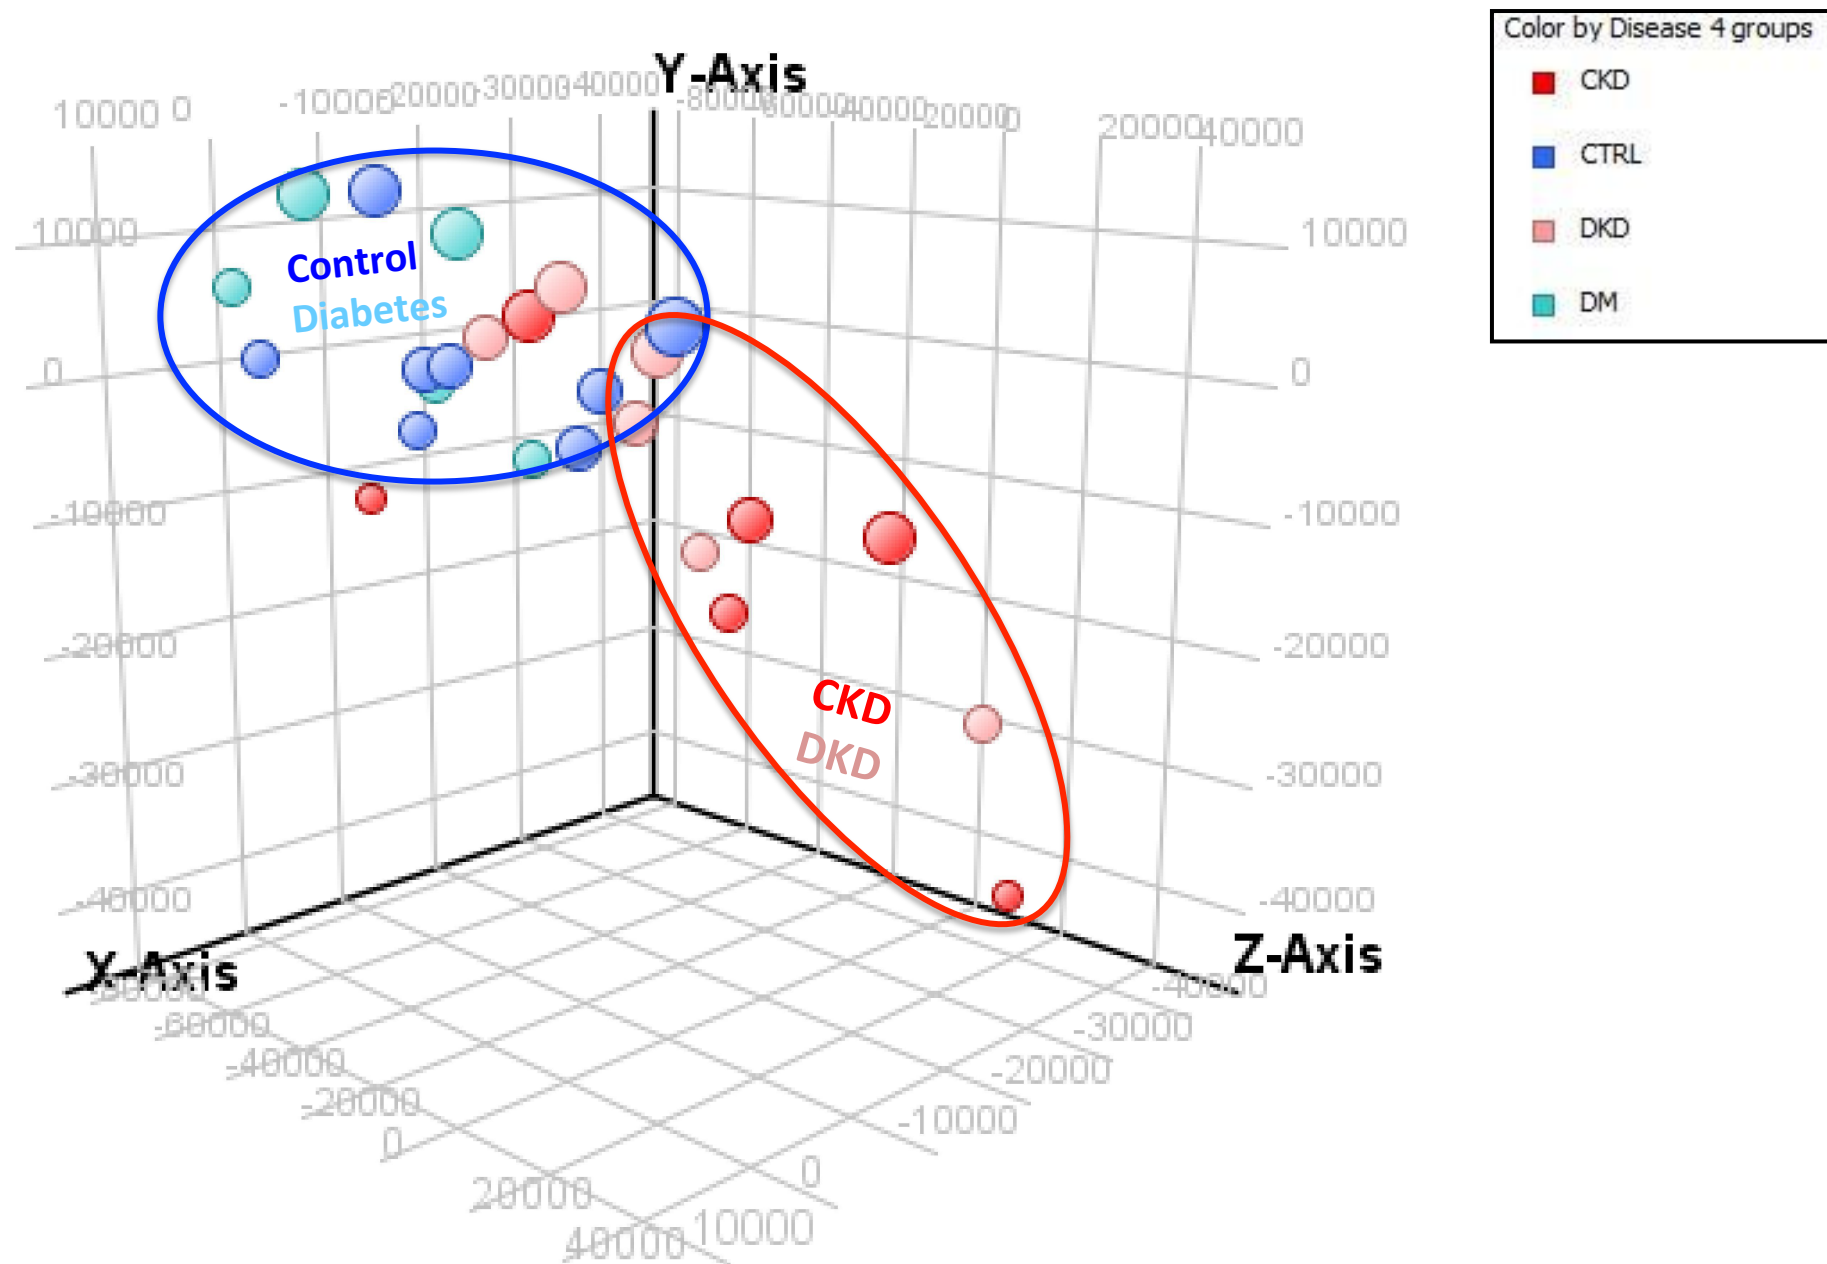

Supplemental Figure 2: Technical Validation

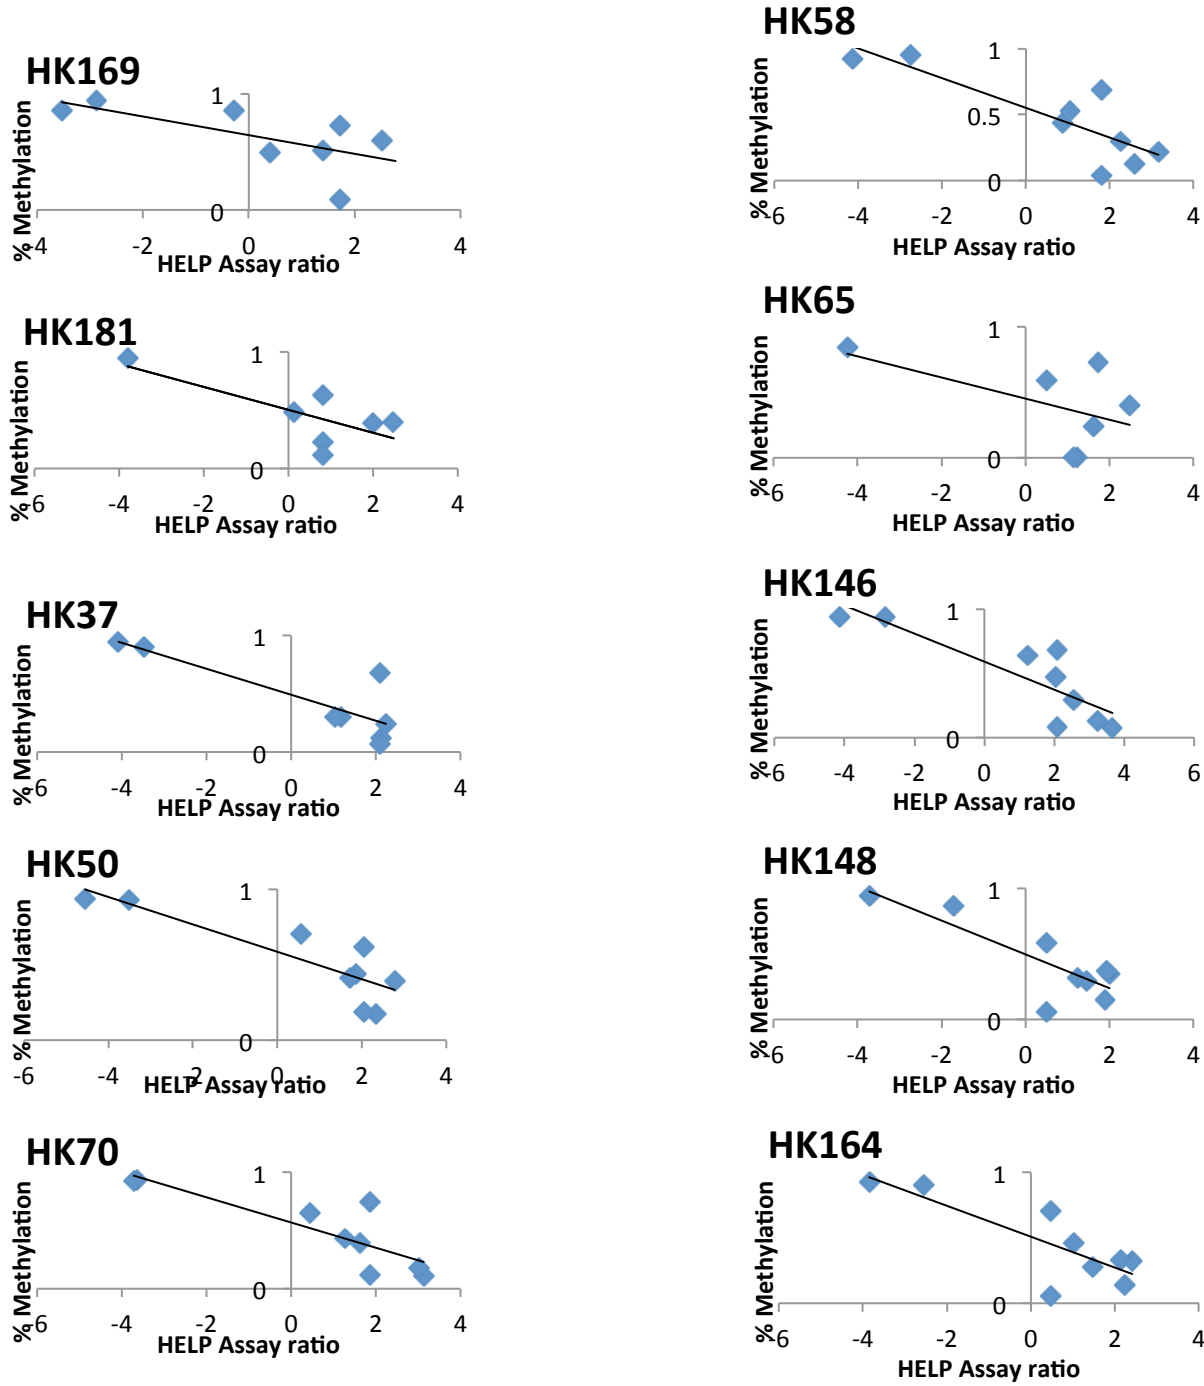

Supplemental Figure 3

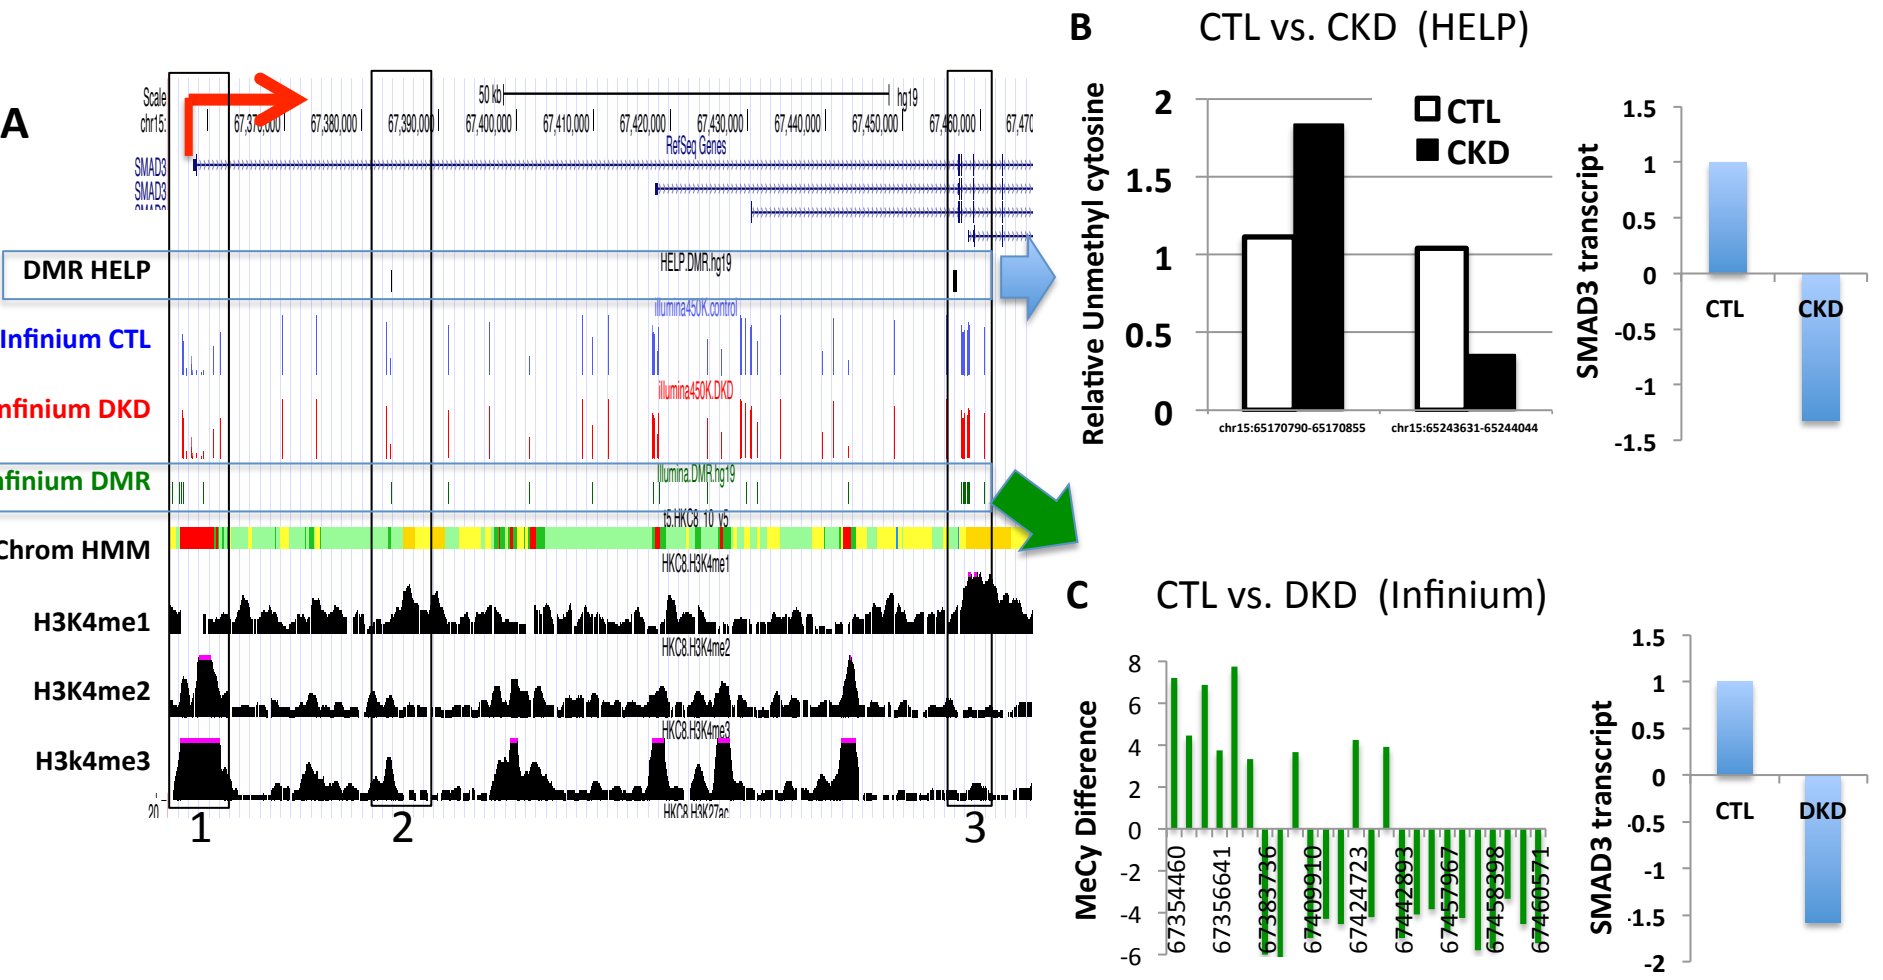

Supplemental Figure 3

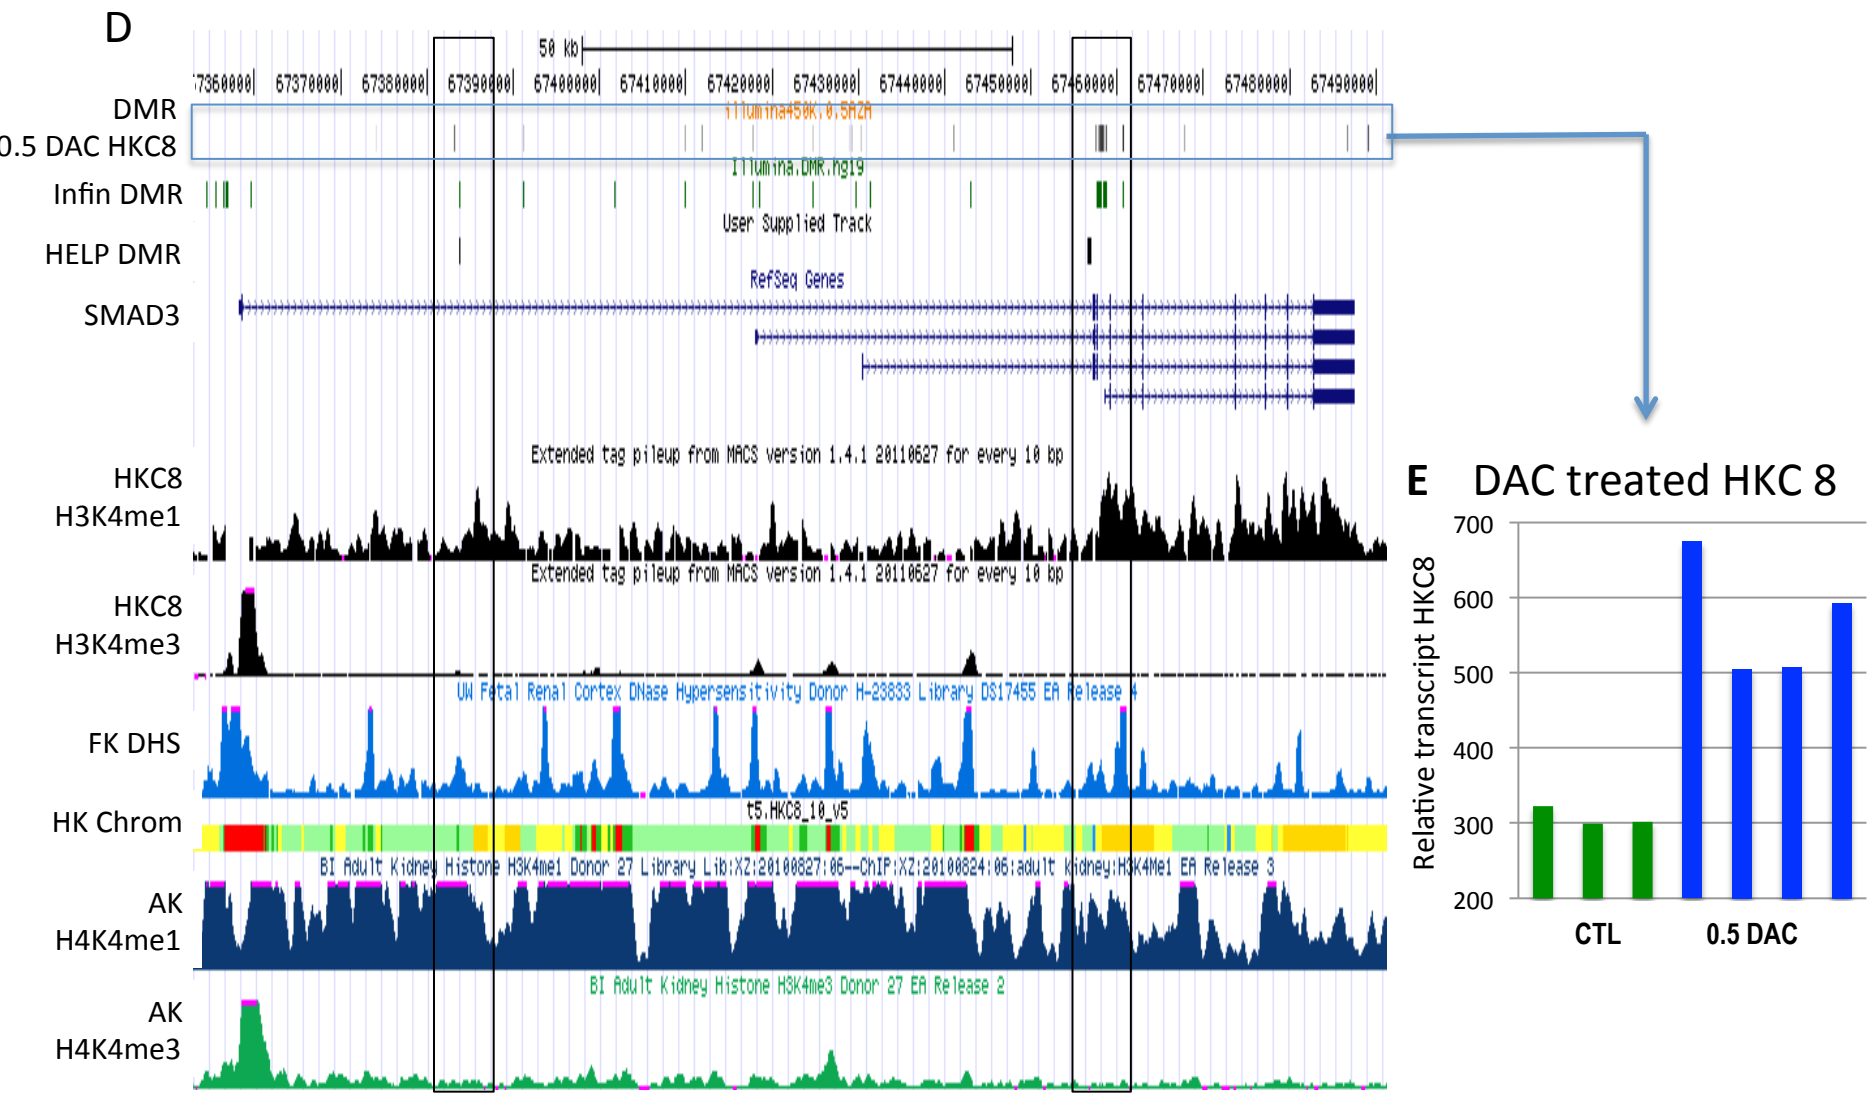

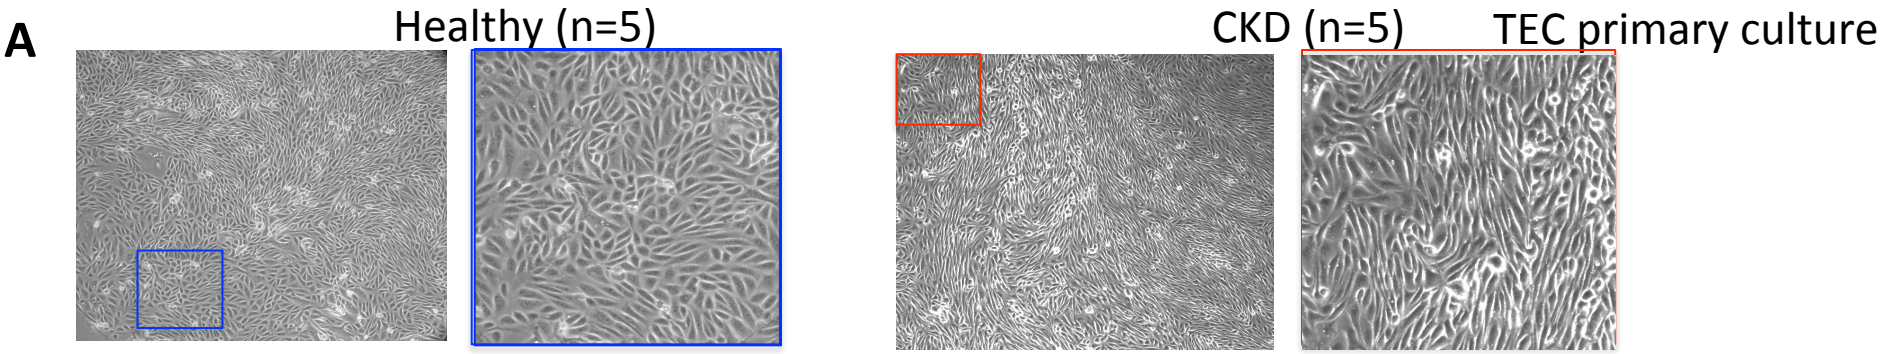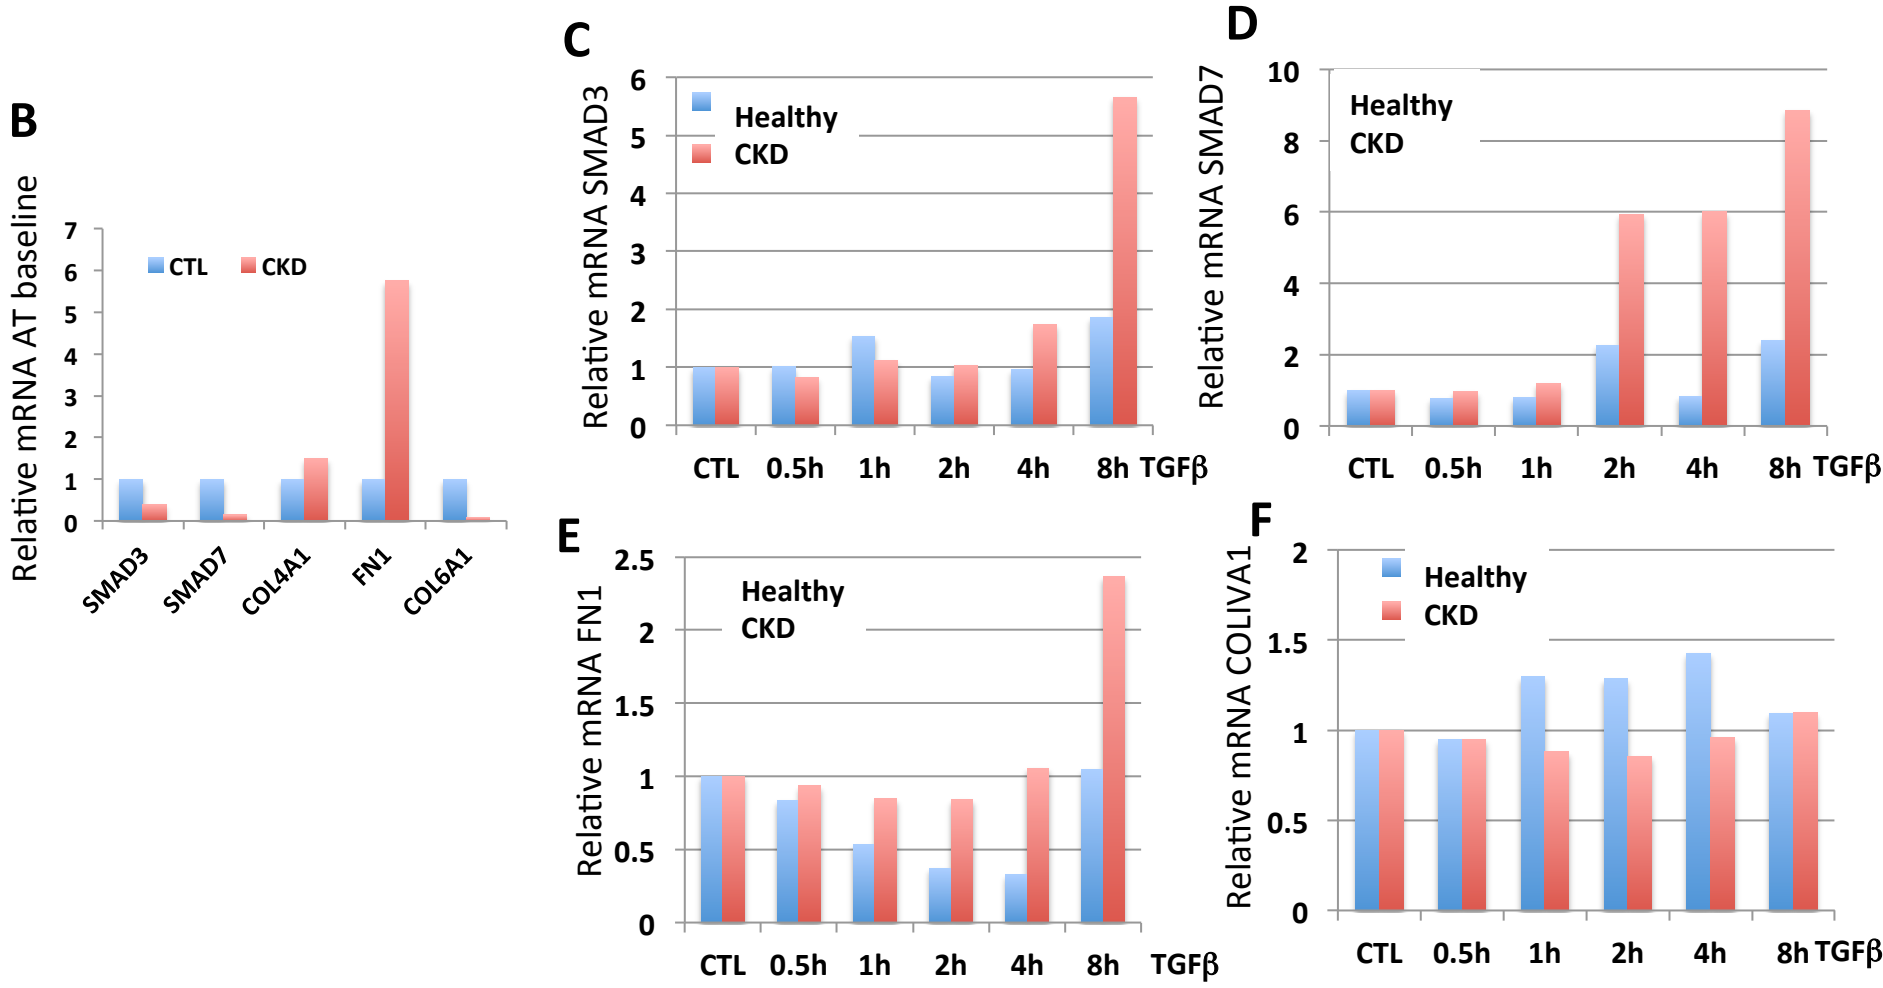

Supplemental Figure 4

Supplemental Figure 4

G

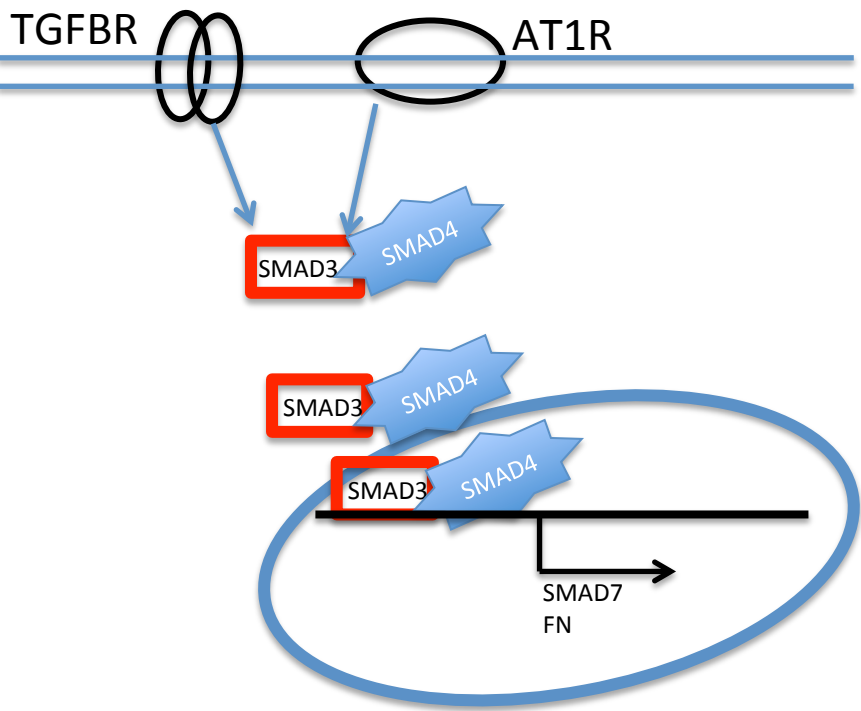

H

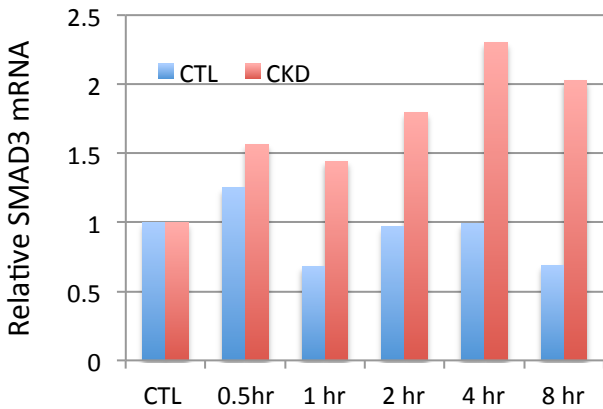

I

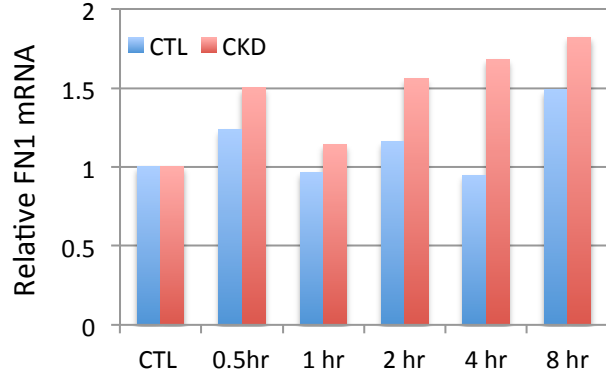

J

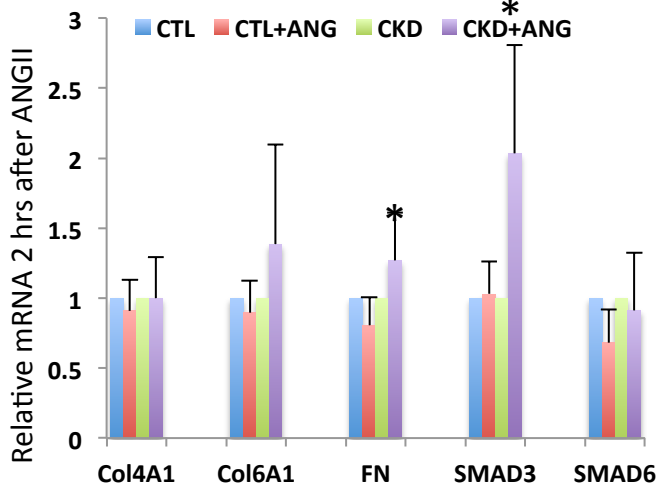

# HEALTHY/NORMAL

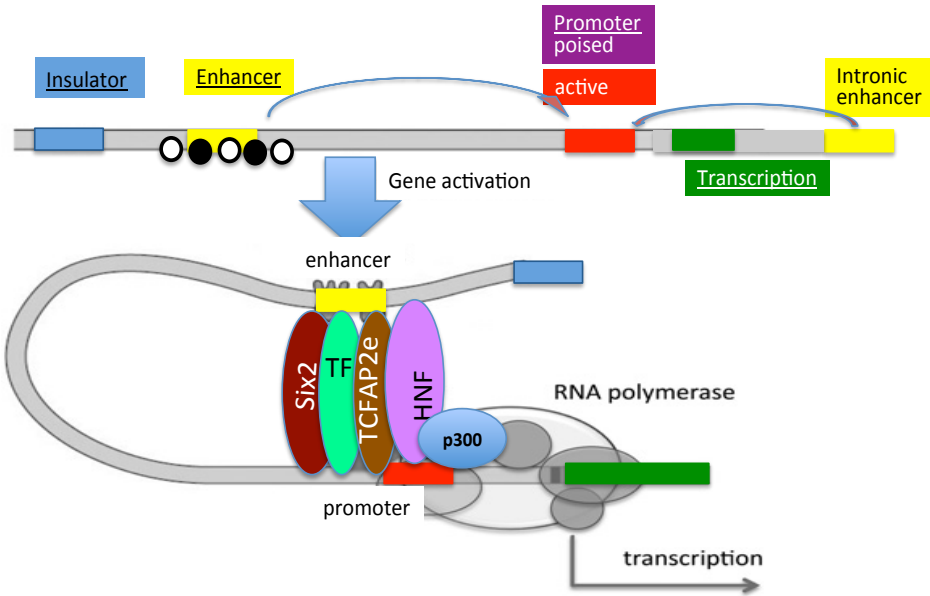

Correct Cytosine methylation  
Correct signal strength

# CKD

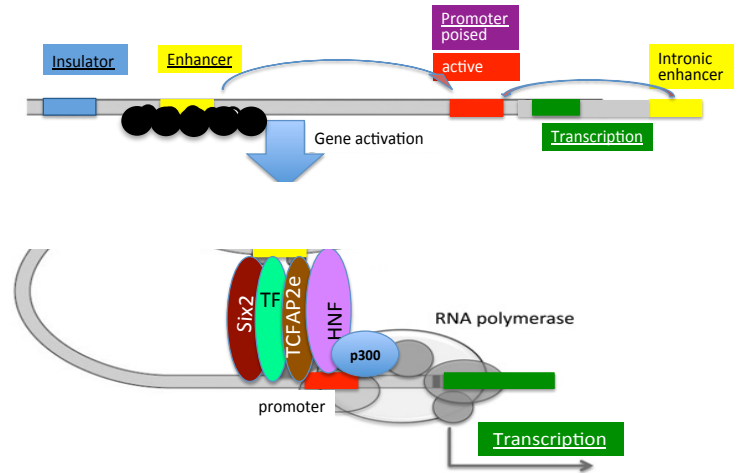

Increased cytosine methylation of enhancer decreased signal strength

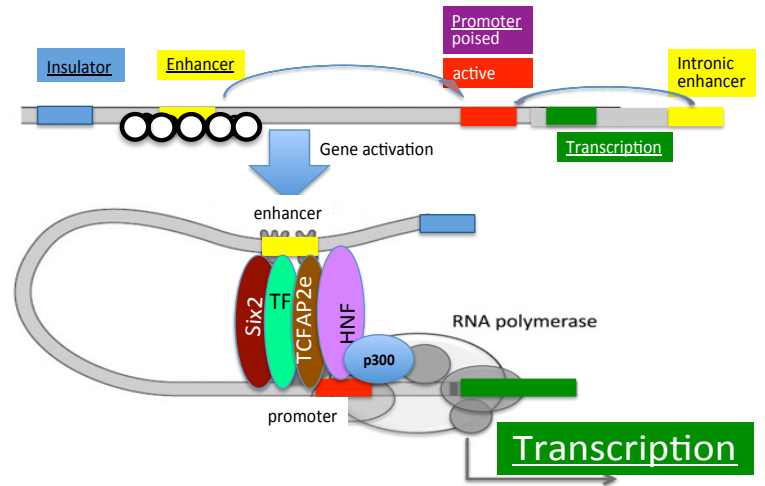

Loss of cytosine methylation of enhancer increased signal strength

Variable/incorrect signal strength

# Supplementary material for: Cytosine methylation changes in enhancer regions of core pro-fibrotic genes characterize kidney fibrosis development
**Source:** Genome Biol. 2013 Oct 7;14(10):R108. doi: 10.1186/gb-2013-14-10-r108
**Supplement:** Additional file 6: Figure S3 — MassArray-based confirmation and external validation of the differentially methylated loci. (A,D) Average HpaII/MspI methylation ratio of DMRs on the HELP array in control (blue) and CKD kidneys (red). The original data can be found in Additional file 3. (B,E) MassArray Epityper-based absolute methylation level of the locus for control (blue) and CKD kidneys (red). Note that one HELP probe represents multiple CpG sites. (C,F) Methylation difference between DKD and control for this region in the external validation dataset. This dataset was generated using the Illumina Infinium 450K arrays from 66 control and 21 DKD microdissected kidney samples. The original data can be found in Additional file 7). (A-C) Changes in the Dermatopontin gene (DPT); (D-F) changes in the Down syndrome cell adhesion molecule (DSCAM) locus.

## Slide 1
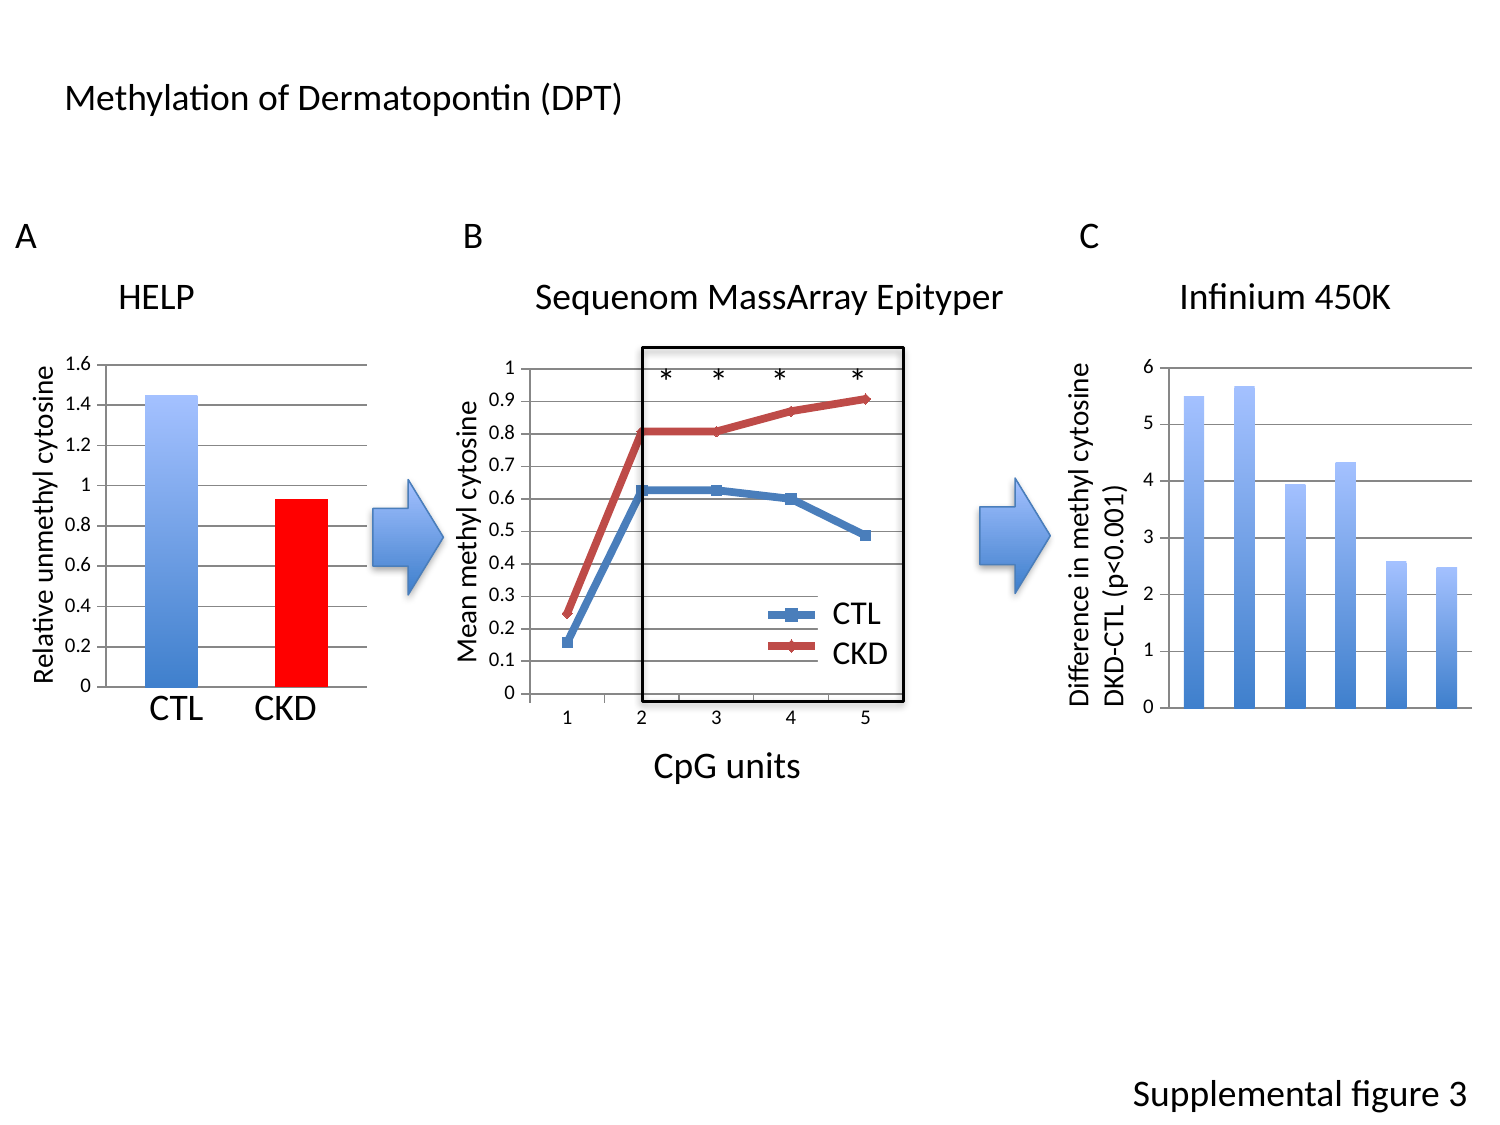

Methylation of Dermatopontin (DPT)
A
B
C
HELP
Sequenom MassArray Epityper
Infinium 450K
### Chart
| Category | | |
|---|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|* * * *
Difference in methyl cytosine
DKD-CTL (p<0.001)
Relative unmethyl cytosine
Mean methyl cytosine
CTL
CKD
CTL CKD
CpG units
Supplemental figure 3

## Slide 2
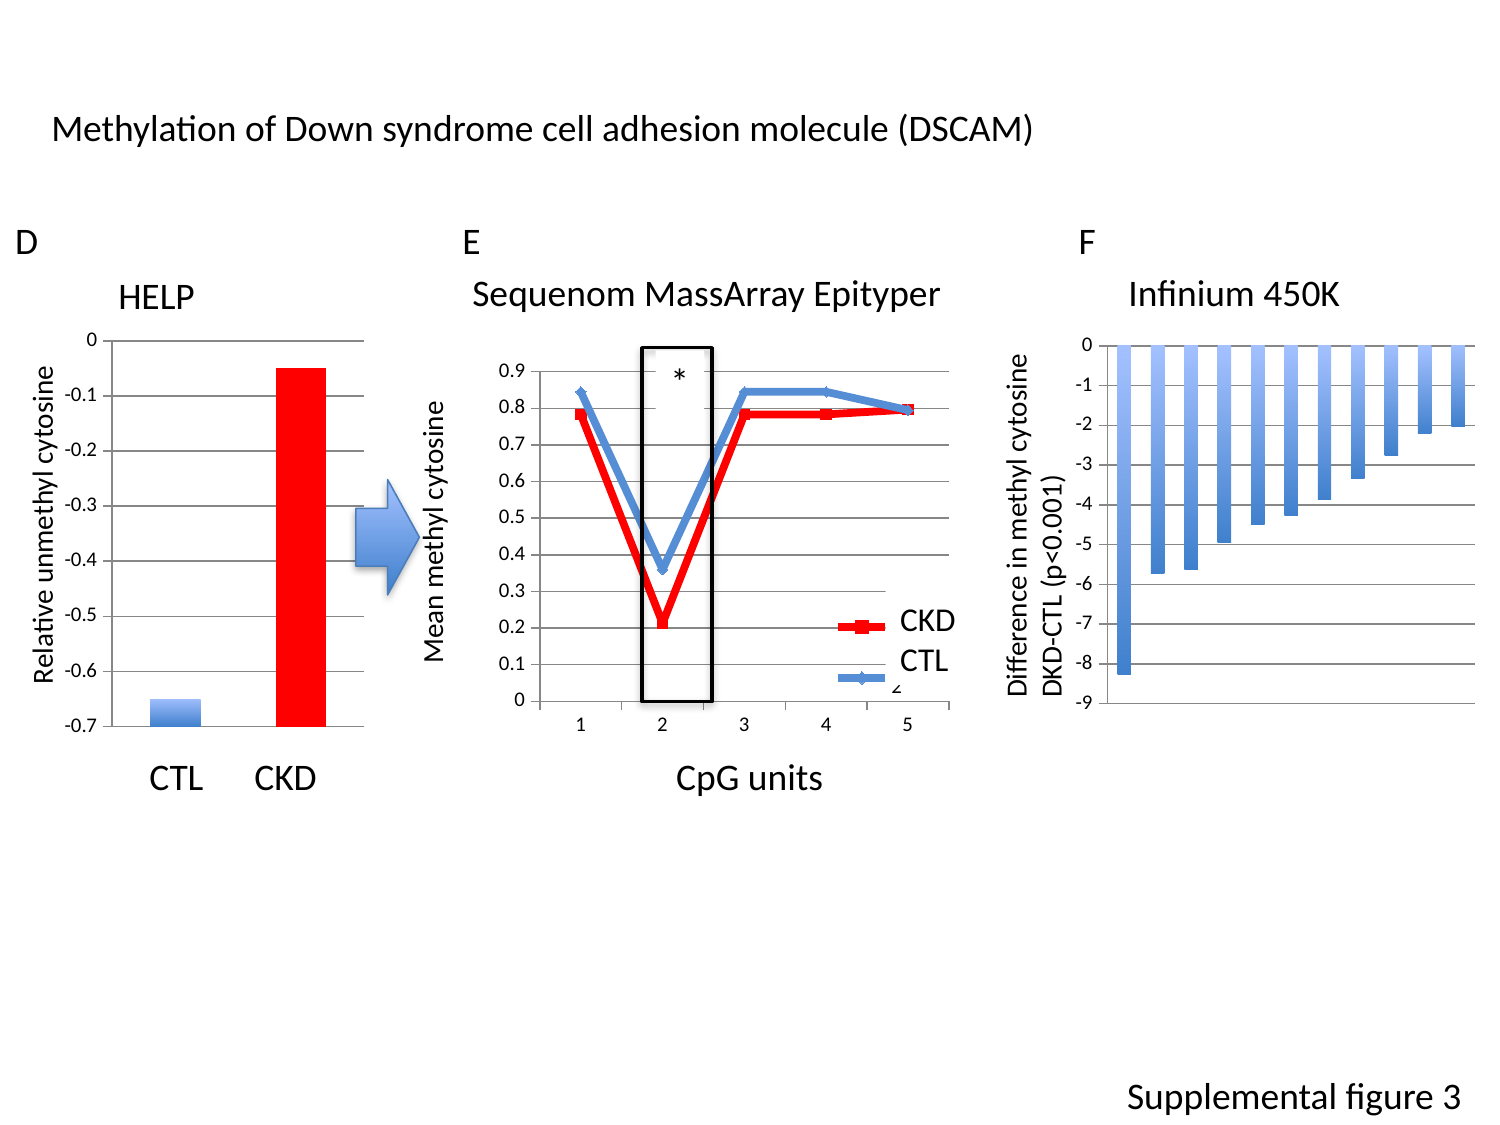

Methylation of Down syndrome cell adhesion molecule (DSCAM)
D
E
F
Sequenom MassArray Epityper
Infinium 450K
HELP
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|
### Chart
| Category | | |
|---|---|---|
*
Difference in methyl cytosine
DKD-CTL (p<0.001)
Relative unmethyl cytosine
Mean methyl cytosine
CKD
CTL
CpG units
CTL CKD
Supplemental figure 3

# Supplementary material for: Cytosine methylation changes in enhancer regions of core pro-fibrotic genes characterize kidney fibrosis development
**Source:** Genome Biol. 2013 Oct 7;14(10):R108. doi: 10.1186/gb-2013-14-10-r108
**Supplement:** Additional file 7: Figure S4 — RefSeq annotation of the DMRs. The number of probes on the Roche-NimbleGen customized array, DMRs, hypo- or hypermethylated DMRs in each Refseq-based annotation groups. Relative enrichment ratio of the DMR compared with the representation of the different elements on the methylation microarray.

## Slide 1
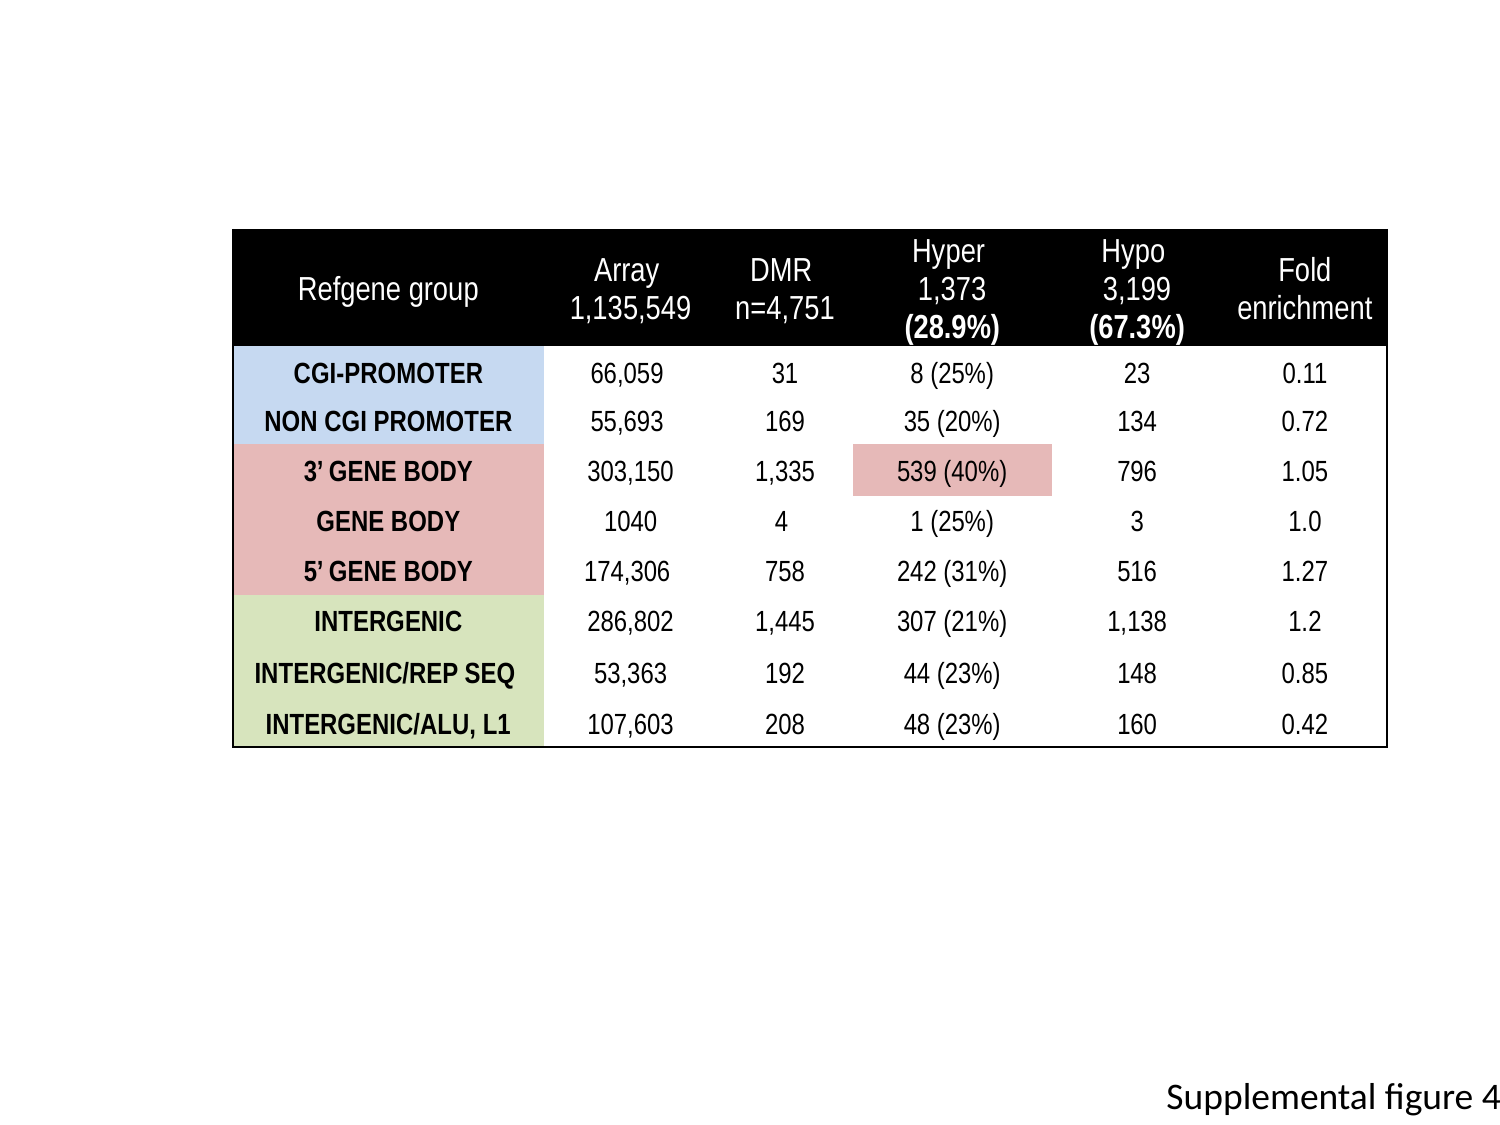

| Refgene group | Array 1,135,549 | DMR n=4,751 | Hyper 1,373 (28.9%) | Hypo 3,199 (67.3%) | Fold enrichment |
| --- | --- | --- | --- | --- | --- |
| CGI-Promoter | 66,059 | 31 | 8 (25%) | 23 | 0.11 |
| Non CGI promoter | 55,693 | 169 | 35 (20%) | 134 | 0.72 |
| 3’ gene body | 303,150 | 1,335 | 539 (40%) | 796 | 1.05 |
| Gene body | 1040 | 4 | 1 (25%) | 3 | 1.0 |
| 5’ gene body | 174,306 | 758 | 242 (31%) | 516 | 1.27 |
| Intergenic | 286,802 | 1,445 | 307 (21%) | 1,138 | 1.2 |
| Intergenic/rep seq | 53,363 | 192 | 44 (23%) | 148 | 0.85 |
| Intergenic/Alu, L1 | 107,603 | 208 | 48 (23%) | 160 | 0.42 |
Supplemental figure 4

How the deposited data were processed for this re-analysis (not part of the article)

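The deposited data of this series are 6 lists of ChIP-seq peaks from HKC8 cells, 1 list for each of H3K4me1, H3K4me2, H3K4me3, H3K27ac, H3K27me3 and H3K36me3. The input library itself was not analysed here. The authors aligned the reads to hg19 with Bowtie 0.12.7, left out repetitively mapped and duplicate reads, and called peaks with MACS 1.4.1 against the input. The deposited value of each peak is its MACS score, a logarithm of the p-value that the authors' peak caller gave, not rescaled between libraries. It rises as the p-value falls, and a score of 100 stands for a p-value of 1e-10. Scores in the lists started between 50 and 50.63. Read counts, coverage and false discovery rates are not in the lists, so the depth of each library is unknown and the threshold on the false discovery rate in the methods could not be checked. No peak reached past a chromosome end of GRCh37, and all chromosome names are those of its 24 assembled chromosomes.

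All values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and bedtools 2.31.1, and drawn with matplotlib 3.10.9. Genes, transcripts and exons came from GENCODE 44 mapped to GRCh37. Peaks of different libraries counted as overlapping when they shared at least 1 bp. Random levels came from 100 placements by bedtools within the same chromosome and outside assembly gaps. Covered shares refer to the 2858658094 bp outside gaps. Each share has a 95% Wilson interval for counting error only. With 1 library per mark there was no replicate error, no test between groups and no p-value.

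The 10-state map was made with a Bernoulli hidden Markov model on bins of 200 bp, the model type of ChromHMM 1.06, which the authors used. The program itself was not used here, and how the authors turned peak coordinates into marked bins is not stated beyond the command in the methods. The model started from the most frequent combinations of marks, a choice that the design made before the data were examined had left open, and ran until the likelihood no longer changed or for at most 200 iterations. The 10-state fit ended after 106 iterations. Each bin took its most probable state. States were named by the rule on emission probabilities of at least 0.5, set before the data were examined. HpaII fragments were taken between CCGG sites of GRCh37 that lie 200 to 2000 bp apart. The design set a match of sequence to place the EZR region on GRCh37. The region is placed here by the spacing of its HpaII sites (CCGG) alone, a change made after the results were seen, and the fragments are the same. Sequence results for this region and single values of some genes are not reported here.

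Gene lists were compared with 10000 random lists of the same size, drawn from 20136 protein-coding genes and matched on gene length in 10 bins. The percentile of a list is its place among these random lists and not a p-value. Of the 415 genes of Table S4, 413 were found by name or synonym. The lists of proximal tubule, podocyte, thick ascending limb and distal, endothelial and leukocyte genes were fixed before the data were examined. The 14 genes looked at singly were listed by name at that time. They are genes that the results text or its panels on chromatin and the gene network name, and DPT and DSCAM, which Additional file 6 names. The methylation and expression values that the tables of the paper give for these genes had been seen then, and their peaks had not.

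The calculations were tested on simulated data. Of 5000 simulated peaks, 1500 were made to overlap a second list, and 1500 were found, by bedtools as well. A simulated map of 300000 bins with 5 states gave back all 5 states, with 98.9% of the bins in the true state and a largest error of 0.00562 in an emission probability. Of 100 simulated gene lists without a shift, 7% fell outside the central 95% of the random lists. All of 100 lists with their share raised to 80% did so.

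The alternatives set before the data were examined were a score of at least 100, other windows around start sites, other overlaps, joined peaks, the 10000 highest-scoring peaks, other numbers of states, another start, other definitions of a marked bin, and another matching of genes. The 5′ ends of protein-coding genes, the emission threshold of 0.1 and several settings at EZR were added later. The methylation arrays, expression arrays, DNase I data and adult kidney ChIP-seq data of the paper were not analysed here. No overlap with the DMRs of Table S2 was run, because that table was held only in part and is in hg18 coordinates.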

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

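The tests of the start and end of long genes, of the input lanes, of the overlap of H3K4me1 peaks with H3K36me3 and H3K27me3 peaks, and of the sequencing lanes were chosen only after the result was seen. The other tests in this part were chosen after the patterns had been noticed but before their own values were known. Where a test needed a limit on its value, that limit was set with the value known. The exception is the H3K27me3 ratio at start sites, as stated below.

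The paper shows the library labelled H3K4me1 at EZR and does not report where its peaks lie along genes in general. In the 11660 protein-coding genes longer than 20000 bp, its coverage of the last 25% of the gene was 17.3 times that around the 5′ end, a signal in peaks outside those the paper discusses. The tables argue against several technical explanations. Narrow peaks that miss their neighbours are one. After every H3K4me1 peak was widened to 1 kb around its centre, the share that met a H3K4me2 peak was still 0.417 times the random level. The ratio was 0.552 for H3K27ac and 0.965 for H3K4me3, the last close to random but below the lowest random placement. Weak peaks are another, and the 10000 highest-scoring peaks gave a ratio of 22.4 between the last 25% and the 5′ end. An uneven number of chromosomes in the cell line would leave the pattern on a few chromosomes, but coverage was higher in the last 25% on 23 of 23 chromosomes tested, without Y. Calling against input reads of 1 lane stays open. It was shared with H3K4me3, whose peaks lay at 5′ ends 13.5 times as often as at random. The median score was 475 for H3K4me3 and 87.2 for H3K4me1. A library with such strong peaks cannot show whether the input distorted a weaker one.

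A label that names another modification stays open. The ratio of 17.3 is the pattern itself and so is no separate evidence. Exons more than 5 kb from start sites were covered 3.82 times as densely as introns, and the share of distal H3K27ac peaks with a H3K4me1 peak within 1 kb was 0.676 times the random level. Both values would be expected of a library that holds a modification of transcribed gene bodies. The exon test could have come out the other way. The value at distal H3K27ac peaks is less separate, since all H3K27ac peaks together met H3K4me1 peaks 0.638 times as often as at random. Both values may also have causes that were not tested, such as an antibody that bound more than 1 modification. Expression data of HKC8 cells were not analysed here, so the peaks were not set against transcription. A biological explanation was not tested, since the design has 1 cell line and 1 condition.

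The peaks of the libraries labelled H3K27me3 and H3K36me3 form another signal that the paper does not report. Of the H3K36me3 peaks, 90.2% overlapped a H3K27me3 peak (random 7.17%), and of the distal H3K27ac peaks, 77.6% had a H3K27me3 peak within 1 kb, 8.06 times the random level of 9.62%. Regions that are called in every library would bring in H3K4me1 peaks too. For H3K36me3 the tables argue against this, since H3K4me1 peaks met H3K36me3 peaks 0.953 times as often as at random and H3K36me3 peaks met H3K4me1 peaks 1.04 times as often, both within the range of the random placements. For H3K27me3 it stays open. The same ratios were 1.062 and 1.22, both above the highest random placement, and whether such regions make up this excess was not tested. The placements did not keep peaks inside protein-coding genes, which cover 45.7% of the genome. There lay 94.5% of the H3K4me1 and 68.4% of the H3K27me3 peaks. A shared location in genes raises such ratios, so values above 1 are not evidence of regions called in every library. A modification of silent start sites would be expected more often at genes without H3K4me3. The library labelled H3K27me3 had a peak within 1 kb of a start site in 68.7% of the genes with H3K4me3 there and in 12.3% of the genes without it, a ratio of 5.57. This does not decide, because the ratio was above 1 in every library compared, with 5.57 the smallest and 10.4 for H3K4me1, so a library that holds H3K27me3 as labelled stays open. By the condition in words written before the value was known, a ratio well above 1, the test came out against H3K27me3 as labelled. It was judged undecided only after the other libraries had been compared. A label that names another modification stays open. The ratio of 8.06 at distal H3K27ac peaks is part of the pattern itself and so is no separate evidence for it. The ratio also does not single out this library. The same ratio was 13.0 for H3K36me3, 9.52 for H3K4me3, 5.78 for H3K4me2 and 0.676 for H3K4me1, so whatever most of these libraries share at such peaks stays open as well. Mixed libraries and an antibody that binds H3K27ac were not tested and stay open, as does a biological explanation.

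The 3 libraries counted here as departing from their labels, H3K4me1, H3K27me3 and H3K36me3, are all 3 libraries of lane 2. None of the 3 libraries of lane 3 was counted so, but their labels were put to no such test. Which libraries depart was judged from the patterns above and not by a rule set beforehand. For H3K27me3 the label stays open above, so the count is not settled. A difference between sequencing lanes, in which all 3 departing libraries share lane 2, or an accident in that lane such as an exchange of indexed libraries, cannot be told apart from separate causes in each library, because each modification was sequenced in a single lane. An exchange between libraries of lane 2 could account for part of the pattern, but no 2 lists were tested as each other's partner.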

How the results depend on the processing

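The results for the 5′ ends of protein-coding genes, for an emission threshold of 0.1, and for EZR without a model, with any base of a peak and with a random start were chosen only after the result was seen, as were the 5 pairs of libraries whose overlaps are followed here. No paired analysis was possible because each modification has 1 library and there is 1 condition, and for the same reason no library could be left out in turn. Without replicates, a share counted as moved when it left its 95% Wilson interval, which is narrow for lists of this length, and a count when it changed by more than 1.5 times. Where a result moved and no cause is given, the cause was not tested.

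A score of at least 100 left 86047 H3K4me1, 26109 H3K4me2 and 58493 H3K27me3 peaks, from 241183, 61829 and 114164. Joining peaks within 1 kb left 63296 regions of H3K4me1, 19584 of H3K27ac and 71622 of H3K27me3. The other 12 list lengths, including all those without chromosome Y, stayed within 1.5 times.

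Requiring 50% of the peak to overlap gave 0.985% for H3K4me1 on H3K4me2, 2.35% for H3K4me1 on H3K4me3, 0.410% for H3K4me1 on H3K27ac, 40.8% for H3K27ac on H3K27me3 and 88.4% for H3K36me3 on H3K27me3. A score of at least 100 in both lists gave 0.690%, 2.08%, 42.5% and 82.0% for the first 2 and last 2 of these pairs. With the 10000 highest-scoring peaks the 5 shares were 1.29%, 5.92%, 0.690%, 62.9% and 97.47%. The random placements were not repeated for these alternatives, so the distance to the random level is known for the 1-bp overlap of all peaks only.

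The share of peaks near start sites reversed in 1 case. Within 1 kb of the 5′ ends of protein-coding genes lay 0.275% of the H3K4me1 peaks, 0.177 times the random level, while within 1 kb of any annotated start site lay 2.33 times the random level. With the start sites of all transcripts of protein-coding genes the share was 17.5%. Most H3K4me1 peaks near a start site thus lay at starts other than the 5′ ends. The placements did not keep peaks inside genes, where 94.5% of them lay. The value of 2.33 is therefore not evidence of enrichment at start sites. For the other libraries the 5′ ends gave 25.3% (H3K4me2), 35.4% (H3K4me3), 17.0% (H3K27ac), 7.82% (H3K27me3) and 6.30% (H3K36me3), all above random. In the order H3K4me1, H3K4me2, H3K4me3, H3K27ac, H3K27me3 and H3K36me3, a window of 5 kb gave 58.8%, 58.9%, 70.8%, 53.6%, 51.9% and 54.2%, and start sites of protein-coding genes only gave 17.5%, 35.0%, 47.4%, 26.8%, 17.6% and 16.5%. A score of at least 100 gave 22.9%, 70.3% and 65.5% for the first 3 and 27.4% for H3K27me3, and left the shares of H3K27ac and H3K36me3 within their intervals.

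The enhancer share of the map, 0.453% of the bins, was 0.430% with 8 states, 0.569% with 15 states, 0.380% with a random start, 0.683% with any base of a peak, 1.54% without a model, 0 with a score of at least 100 and 5.55% with the emission threshold of 0.1. The promoter share, 2.38%, was 2.63%, 2.34%, 2.31%, 2.60%, 2.31% and 2.25% in the same order up to the score of at least 100, and did not change with the threshold. Only 1 random start was run, and its fit had the lower likelihood. Of the bins that the map gave a class other than unmarked, 69.7% kept it with a score of at least 100, the lowest share. The share was 84.1% with the random start, 87.6% with 8 states and 96.9% with 15 states. These shares leave out the state that held 88.6% of the H3K4me1 bins, because the rule named it unmarked.

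Among HpaII fragments the enhancer share of 1.75% became 0.622% by the centre of the fragment, 0.905% for random loci, 5.86% without a model and 9.89% with the emission threshold of 0.1. The promoter share of 8.37% became 6.29% by the centre and 3.16% for random loci, and stayed within its interval without a model and with the threshold. The class of largest overlap, a measure set in the design, gave 0.516% for enhancers and 6.32% for promoters.

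At EZR the count of enhancer bins was 0 of 5 in the 10-state map and with 8 states, 15 states, a score of at least 100, a random start and any base of a peak, 1 without a model and 4 with the emission threshold of 0.1. In the counts of 0, no state reached the threshold of 0.5 for H3K4me1, and no H3K4me2 peak overlapped the fragments. The naming rule therefore all but fixed them. With any base of a peak, the state with the most H3K4me1 held 4.02% of the bins at an emission of 0.483, just below the threshold of 0.5, so the count at EZR and the enhancer share of the map under this setting depend on the threshold. A score of at least 100 left 1 of the 2 H3K4me1 peaks and 0 of the 1 H3K27me3 peak. Why the model and the peaks taken alone give different names follows from the rule, since a state is named by its emission and not by the peak of the bin.

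For Table S4, the H3K4me1 coverage of the gene body moved from percentile 20.5 to percentile 2.18 among genes with a H3K4me3 start peak. The latter lies below the central 95% of the random lists, and the cause of the move was not tested. The other 4 comparisons kept their side. In 1 of them, H3K4me1 coverage at a score of at least 100, the list value and the random median were both 0. That comparison therefore cannot show whether the result held. The share with a H3K4me3 start peak has no value among genes chosen for that peak. In the gene lists, a window of 5 kb moved the percentile of H3K27ac to 2.5 for proximal tubule genes, 39.81 for thick ascending limb and distal genes and 12.45 for endothelial genes, and that of H3K4me3 to 7.94 for leukocyte genes, all 4 from percentiles below 2.5. The same window placed H3K27me3 of thick ascending limb and distal genes at 1.69 and H3K27ac of leukocyte genes at 1.6, below 2.5. A score of at least 100 moved H3K27me3 of leukocyte genes to 6.17. The other 23 comparisons of the lists kept their side of the percentile of 2.5. Most of these lists have 8 genes, so many random lists tie with them, and a percentile below 2.5 can come with a share that equals the lower limit of the central 95% and is not below it. This was so for the values of 1.69 and 1.6, for H3K27ac of thick ascending limb and distal and of endothelial genes within 1 kb, for H3K27me3 of leukocyte genes within 1 kb, and for H3K4me3 of proximal tubule genes within 5 kb.

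The threshold on the false discovery rate that the methods state, another peak caller and another depth could not be tried, because the lists hold no reads. Depth limits every absence reported here, since a region without a peak was not called at a p-value of 1e-05 and is not shown to lack the modification.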

Differences from the paper's values

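In this part, the results at EZR with an emission threshold of 0.1 and without a model were chosen only after the result was seen. The paper gives 3 numbers of loci on its HpaII array. In units of 1e6 loci, the paper's 2.6 in the methods is more than 1.5 times the 1.02 of the 1022708 fragments counted in GRCh37, while the paper's 1.3 in the results and the paper's 1135549 loci in the supplement are within 1.5 times. None of the alternatives set before the data were examined changes this count, so none has a value of its own here. Whether the array holds more than 1 probe or locus per fragment was not examined.

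The paper calls the DMR in EZR an enhancer in the chromatin map of HKC8 cells. In the 10-state map fitted here, 0 of the 5 bins of the region were in an enhancer state. The alternatives set before the data were examined for this region, 8 states, 15 states and a score of at least 100, gave 0 as well. The naming rule all but fixed these counts. The highest H3K4me1 emission was 0.170, 0.173 and 0.174 with 10, 8 and 15 states, and a score of at least 100 left no enhancer state in the genome. Only H3K4me2 could then name an enhancer, and its nearest peak lay 9865 bp from the region. Of the settings run, 2 call enhancer bins in the region. Naming bins from their own peaks without a model called 1 of the 5 bins a weak enhancer. A threshold of 0.1 on the emissions called the other 4. Both were chosen for this region after seeing the values, and the threshold of 0.1 was picked in the knowledge that the state of these bins had an emission of 0.170 for H3K4me1. The DMR in EZR is the only region with a state named by the paper that was placed on GRCh37 here, so 0 of the placed regions are dropped by either setting. The DMRs in RUNX1, for which the paper also names enhancer states, were not placed. The paper also states that the DMR overlaps H3K4me1 and not H3K4me3 in these cells, and the lists give 2 H3K4me1 peaks and 0 H3K4me3 peaks there.

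The paper describes H3K4me1 as a modification of enhancers. In the library with this label, 94.5% of the peaks lay inside protein-coding genes, 4.81% of the distal H3K27ac peaks had a peak within 1 kb (random 7.11%), and coverage rose from 0.165% around the 5′ end to 2.87% in the last 25% of long genes. It describes H3K4me3 as a marker of promoters, and here 55.2% of the H3K4me3 peaks lay within 1 kb of an annotated start site (random 13.2%).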

Other observations

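The test of the emission threshold was chosen only after the result was seen. The tests of the gene lists and of the chromosomes were written before their values were known, with the exceptions given beside them.

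The name of the EZR region depends on the emission threshold of the naming rule. With a threshold of 0.1 in place of 0.5, 4 of its 5 bins are named enhancer. The test was void as independent evidence, because the value of 0.1 lies below the emission of 0.170 that was already known, and the same threshold names 5.55% of the genome enhancer.

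Peaks per protein-coding gene differed between autosomes by 2.06-fold for H3K4me3, the smallest of the 6 libraries, and by 25.8-fold for H3K36me3, the largest. Gene density alone would leave these numbers near even, which the value of 2.06 argues against, with a limit of 1.5 that was written before. The number of chromosome copies in the cell line would move all libraries the same way. Over the 22 autosomes the rank correlations between 2 libraries in peaks per gene lay between 0.444 and 0.923 over 15 pairs, with a median of 0.780, all positive. The test is void, because both libraries of a pair are divided by the same number of genes per chromosome, which by itself makes the correlations positive. Data on DNA copies were not analysed here, and the number of copies stays open. Chromosomes are not independent replicates, and no p-value was computed.

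The genes of Table S4, which differ in methylation and expression between CKD and control kidneys in the paper, were compared with random genes of the same length. A H3K4me3 peak within 1 kb of a start site was present in 85.5% of the 413 genes, against a median of 81.4% over the random lists (percentile 98.7). A H3K27me3 peak was present in 69.0% against 54.7% (percentile 100). The median H3K4me1 coverage of the gene body was 0.127% against 0.180% (percentile 20.5). The test written before the values were known asked for both a higher share of start sites and a higher coverage of gene bodies, and so it failed. The parts were separated only afterwards, and start sites alone lie above the central 95% of the random lists. The genes of Table S4 were on the expression array and differed in expression in kidney tubules, which may raise their share of H3K4me3 start peaks above that of random genes. Among genes that all have such a peak, the H3K27me3 share was still at percentile 100 and the H3K4me1 coverage fell to 2.18. The tissue of Table S4 is kidney and the libraries are from HKC8 cells.

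A hypothesis set before the data were examined was that HKC8 cells keep a proximal tubule programme at start sites. Of 28 proximal tubule genes, 17 had a H3K4me3 peak within 1 kb of a start site, 60.7% against a random median of 82.1% (percentile 1.29), which argues against a programme kept as a whole. H3K27me3 was present at 60.7% (percentile 71.0) and H3K27ac at 10.7% against 35.7% (percentile 0.115). The random genes include many that most cells use, and a low share is not special to this list. Of the other lists, podocyte genes had H3K4me3 at 7 of 8 (percentile 75.5), H3K27me3 at 5 (percentile 70.6) and H3K27ac at 1 (percentile 9.43). Thick ascending limb and distal genes had them at 2 of 8 (percentile 0.055), 3 (percentile 13.3) and 0 (percentile 1.26). Endothelial genes had H3K4me3 at 0 of the 7 genes found (percentile 0), H3K27me3 at 2 (percentile 13.8) and H3K27ac at 0 (percentile 2.12), with PECAM1 not found. Leukocyte genes had them at 2 of 8 (percentile 0.5), 1 (percentile 1.42) and 0 (percentile 2.96). Table S4 holds 2 of the proximal tubule genes, 1 of the endothelial and 3 of the leukocyte genes, and no gene is on 2 lists. How many of these genes HKC8 cells express was not analysed here.

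Of the 14 genes of the paper that were looked at singly, 11 had a H3K4me3 peak within 1 kb of a start site, and 10 had a H3K4me1 peak somewhere in the gene. Of 183 H3K4me1 peaks in these genes, 174 lay on the 3′ side of the middle of the gene. Of these, 77 lay in RUNX1, which spans chromosome 21 from 36160098 to 37376965 in this annotation. There, most peaks of every other library lay on the 3′ side too (30 of 42 for H3K27me3), so this placement is not seen in H3K4me1 alone. COL4A1 had 1 H3K4me1 peak and COL4A2 had 4, SMAD3 had 18, TGFBR3 had 25, SMAD6 had 3 and RARB had 2. The library labelled H3K27me3 covered 53.1% of SMAD3 and 54.8% of SMAD6.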
